# Differential Expression of miRNAs in *Brassica napus* Root following Infection with *Plasmodiophora brassicae*

**DOI:** 10.1371/journal.pone.0086648

**Published:** 2014-01-31

**Authors:** Shiv S. Verma, Muhammad H. Rahman, Michael K. Deyholos, Urmila Basu, Nat N. V. Kav

## Abstract

Canola (oilseed rape, *Brassica napus* L.) is susceptible to infection by the biotrophic protist *Plasmodiophora brassicae*, the causal agent of clubroot. To understand the roles of microRNAs (miRNAs) during the post-transcriptional regulation of disease initiation and progression, we have characterized the changes in miRNA expression profiles in canola roots during clubroot disease development and have compared these to uninfected roots. Two different stages of clubroot development were targeted in this miRNA profiling study: an early time of 10-dpi for disease initiation and a later 20-dpi, by which time the pathogen had colonized the roots (as evident by visible gall formation and histological observations). *P. brassicae* responsive miRNAs were identified and validated by qRT-PCR of miRNAs and the subsequent validation of the target mRNAs through starBase degradome analysis, and through 5′ RLM-RACE. This study identifies putative miRNA-regulated genes with roles during clubroot disease initiation and development. Putative target genes identified in this study included: transcription factors (TFs), hormone-related genes, as well as genes associated with plant stress response regulation such as cytokinin, auxin/ethylene response elements. The results of our study may assist in elucidating the role of miRNAs in post-transcriptional regulation of target genes during disease development and may contribute to the development of strategies to engineer durable resistance to this important phytopathogen.

## Introduction

Plant pathogens are devastating biological factors that adversely affect plant growth and development [1] Various plant pathogen infections can cause up to 30% yield losses in many crops [2]. Infection of the Brassicaceae family with the obligate biotrophic pathogen *Plasmodiophora brassicae* Woronin, a cercozoan protist belonging to the class phytomyxea, results in the development of root galls (clubroots) and consequent stunting of plants [3], [4]. Clubroot disease has been reported in more than 60 countries resulting in overall reduction in the yield of canola by about 10–15% [5]. In Alberta, Canada, approximately 94% of plants were observed to be affected in most infected fields, resulting in an estimated yield loss of about 30% [6]. Several potential management strategies can be used to control *P. brassicae* infestation on canola and other cruciferous crops. For example, biocontrol agents (*Bacillus subtilis* and *Gliocladium catenulatum*) and fungicides (Fluazinam and Cyazofamid) have been used to lower disease severity [7]. However, a longer-term solution would be the development of durable resistance to this pathogen through classical breeding or by genetic modification, which necessitates the identification of targets for genetic manipulation.

In previous studies, genotypes of the *Brassica* species with resistance to broad-spectrum pathotypes of *P. brassicae* were identified [8], and these were classified as pathotype-dependent resistance or race-specific [9]. Recently, [10] ten *P. brassicae* genes were identified that are expressed during the infection of Chinese cabbage (*B. rapa* subsp. pekinensis). These genes were identical to those previously observed to be modulated during infection of *Arabidopsis* plants with *P. brassicae* [11]. Also, a group of scientists from Japan recently identified clubroot resistance genes (*Crr1a*, *CRa* and *CRb*) through map-based cloning, which confer resistance against *P. brassicae* (pathotype group 3) in *B. rapa* [12], [13], [14]. Moreover, transcriptomic [15] and proteomic analyses [16], [17] have previously indicated the involvement of hormone regulation during clubroot infection. Furthermore, the plant hormones auxin and cytokinin have also been implicated in development of root galls in cruciferous crops [18], [19], [20], [21]. Despite these reports, information on regulatory mechanisms involving TFs and changes in post-transcriptional regulation at miRNA level during *P. brassicae* infection or club formation is lacking.

MicroRNAs are a highly conserved class of small noncoding RNAs that regulate gene expression by post-transcriptional repression [22], [23]. Emerging evidence indicates that hosts’ endogenous small RNAs represent an important mechanism of control in plant immune responses [24] and hormone signaling at the time of stress [25]. For example, ath-miR160 and ath-miR167 are involved in pathogenesis and target the auxin-response-factor (ARF) [26], [27]. Another microRNA, ath-miR164, has been implicated in auxin homeostasis and lateral root development [28], which may have a bearing on clubroot development. Therefore, it is conceivable that miRNAs may be involved in mediating important plant processes following infection with *P. brassicae*, which results in the development of root galls, leading to stunting and decreased productivity.

Most methods for identification of biotic responsive miRNAs are not sensitive enough to identify miRNAs expressed at low levels. Recently, microarrays of miRNAs have become available for high-throughput global analysis of miRNAs expression patterns in response to pathogens [29]. This valuable tool has been further exploited in a number of plants to study the miRNA: mRNA interactions in tomato, rice and *Arabidopsis* [30], [31], [32] which may lead to the identification of miRNAs that are involved in plant responses to specific stresses, including *P. brassicae* challenge.

In this study, we report the miRNA expression profiles in roots of *B. napus* plants in response to challenge with clubroot pathogen infection. These results are discussed in context with hormone homeostasis, and the regulation of TFs during disease development and progression.

## Results and Discussion

### Phenotypic Changes in Roots with Response to *P. brassicae*

At the earlier time point of 10 day post inoculation (dpi), compared to the uninoculated controls (Figure 1A), no obvious swelling of the pathogen treated roots was observed (Figure 1B). However, at 20 dpi, the inoculated roots exhibited swelling (Figure 1D, arrows), which is a typical characteristic of the clubroot infection. The uninfected roots of the corresponding stage, on the other hand, exhibited typical long and fibrous root system (Figure 1C). Although there was no visible symptom development at 10 dpi, microscopic investigation showed the colonization of the roots by pathogen (Figure 1F). While uninoculated roots were elongated and highly vacuolated (Figure 1E), the inoculated roots exhibited the presence of evacuated zoosporangia (Figure 1F, open arrow) similar to the observations with turnip at day 12 (Asano et al. 1999), as well as primary plasmodium with zoospores (Figure 1F, closed arrows). Therefore, despite the absence of visible morphological symptoms of clubroot infection at 10 dpi, histological observations indicated that the *Plasmodiophora* infection and colonization has indeed begun at this time point. At 20 dpi, the cortical cells showed the evidence of hypertrophy, along with the presence of secondary plasmodium (Figure 1H, arrowheads) compared to elongated, vacuolated cells of the uninfected control (Figure 1G). The increased hypertrophy in clubroot infected *Arabidopsis* root cells has been reported to be responsible for gall formation [33].

**Figure 1:**
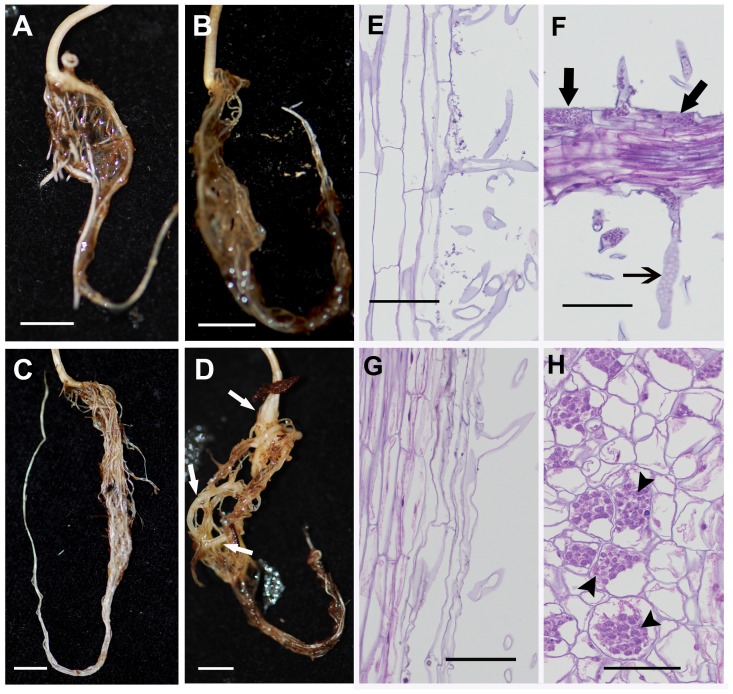
Morphology if 10-day old healthy (A), and clubroot-infected (B), and 20 day old uninfected (C), and clubroot infected (D) *B. napus* roots showing gall formation in the latter (open arrows) due to *P. brassicae* infection. Histopathological analysis indicates the presence of evacuated zoosporangia (open arrow) in the root hair and primary plasmodia (closed arrows) in epidermal cells indicating infection (F) compared to uninoculated controls (E). At 20 dpi, the cortical cells of infected tissue show the presence of numerous secondary plasmodium (arrowheads) in the cortical cells (H) compared to the control (G). Bars represent 5 mm for Figures. A–D and 100 µm for Figures. E–H.

### *P. brassicae* Responsive miRNA

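The abundance of miRNAs in the roots was measured on µParaflo microfluidic chips, 1-colour arrays on which each spot carries a probe for a known plant miRNA and the bound RNA is stained with the dye Cy3. A total of 4 arrays were analysed, 1 for each condition: uninoculated and inoculated roots of *B. napus*, at 10 and at 20 dpi. With 1 array per condition there is no replicate check, and no test between conditions was made. The sample labels speak of 3 biological replicates and the methods of chips hybridized in duplicate, and 1 scanner file per condition was used here. For the labelling, the methods state 2 to 5 µg of total RNA, polyadenylation and Cy3 or Cy5, whereas the sample labels give 0.5 µg, an adapter joined by T4 RNA ligase and Cy3. The authors deposited the scanner intensity of every spot and a table of processed values. Each array held 1450 miRNA probes at 2 spots each, 728 empty spots and 340 control spots. Background was taken here as the median intensity of the miRNA spots around each spot, 8 positions along and 5 across to either side, and it was subtracted before a probe's 2 spots were averaged. Following the paper's methods, a probe was counted as detected where its signal exceeded 3 times the background SD and the CV of its repeat spots was under 0.5. The background SD was 2.38 intensity units on the uninoculated and 6.98 on the inoculated array at 10 dpi, and 1.59 on the uninoculated and 3.01 on the inoculated array at 20 dpi. The detection limit was thus highest, at 20.9 units, on the inoculated 10 dpi array, where 182 probes (12.6%) were detected. The uninoculated 10 dpi array detected 222 probes, the uninoculated 20 dpi array 225 and the inoculated 20 dpi array 210. The median detected signal was 49.3 times the background SD on the uninoculated and 14.6 times on the inoculated array at 10 dpi, and 119.5 and 31.8 times at 20 dpi. Signals under the lowest detected signal of an array were raised to it, and the log2 signals were normalized by a cyclic loess fitted over the 138 probes detected on all 4 arrays. Differences are given as the log2 ratio of inoculated over uninoculated roots, with the standard error from the repeat spots, which covers spot noise on these arrays but no variation between plants. Where only 1 array of a pair detected a probe, its signal was set against the lowest detected signal of the other array. The resulting lower bound is written as "at least", and it holds under the normalization used, which also shifts signals near the limit. A probe that failed on its spot CV with a signal above that lowest signal kept its own signal. This gives an uncertain ratio and no bound. Where neither array detected a probe no ratio is given.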

The differential expression of *B. napus* miRNAs following inoculation with the biotrophic protist *P. brassicae* was compared to a mock sample (untreated) at two time points (10 and 20 dpi) of clubroot disease development. In the miRNA based microarray, we observed that ten miRNAs were differentially expressed at the earlier time point (10 dpi; Figure 2A) and 34 miRNA showed differential expression at the later time point (20 dpi; Figure 2B, C) in response to *P. brassicae* infection. 

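A fixed rule of size, a log2 ratio of at least 1 in either direction (2-fold), was applied to all probes. At 10 dpi, 197 probes had a ratio and 47 met the rule, 35 higher and 12 lower in inoculated roots. At 20 dpi, 243 probes had a ratio and 112 met the rule, 57 higher and 55 lower. In 52 of the 112 probes at 20 dpi 1 of the arrays did not detect the probe. The counts moved by the largest factor with the normexp background correction, which gave 14 probes at 10 dpi and 60 at 20 dpi, with 12 higher and 2 lower at 10 dpi and 24 higher and 36 lower at 20 dpi. The balance of higher and lower probes at 10 dpi depended on the scaling. Without normalization 23 were higher and 35 lower, after median scaling 46 and 5, after quantile normalization 24 and 39, and after a loess over all probes 23 and 28. A loess within each time point gave 25 higher and 14 lower, and the authors' processed values gave 18 and 34. Scaling on the spiked-in controls, chosen after the data were seen, gave 18 higher and 75 lower at 10 dpi and 27 higher and 125 lower at 20 dpi. Relative to the loess used here, the median log2 ratio at 10 dpi shifted by -0.41 without normalization, by 0.30 under median scaling, by -0.11 in the authors' values and by -0.81 under control scaling. At 20 dpi it shifted by 0.34 under median scaling, by 0.145 under quantile normalization and by -1.02 under control scaling. The methods' t-test, run on the repeat spots, compares the pair of arrays and not the conditions. Spots under the lowest detected signal of an array were first raised to it, so that both spots of an undetected probe can be equal. Their noise is then missing from the test. This can be so for the 17 miRNAs of Figure 2B and C that 1 array did not detect. At the paper's threshold 104 of 233 probes passed it at 10 dpi and 141 of 258 at 20 dpi, and 44 and 113 passed after Benjamini-Hochberg adjustment. All 10 miRNAs of Figure 2A and 32 of the 34 of Figure 2B and C were among those passing before adjustment.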

Among those miRNAs that were modulated at 10 dpi, most of them (bdi-miR156, ath-miR156h, ath-miR824 and peu-miR2916) showed an increase in abundance, while the level of mtr-miR169f decreased (Figure 2A). On the other hand, at 20 dpi, 21 miRNAs were increased in abundance, whereas 13 miRNAs exhibited decreased abundance (Figure 2B, C). 

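The log2 ratio of ath-miR156h at 10 dpi was 2.17 (standard error of the repeat spots 0.14), from a signal of 112.9 intensity units in uninoculated and 375 in inoculated roots. That of bdi-miR156 was 1.18 (0.07). Both lay far beyond the spot noise and stayed above 0 in all 15 settings tried, from 1.33 to 3.11 for ath-miR156h and from 0.18 to 1.36 for bdi-miR156. The ahy-miR156a probe, whose target is that of bdi-miR156 without its last base, was lower at 10 dpi, at -1.23 (0.015). Probes this alike in opposite directions leave open whether the bdi-miR156 ratio shows abundance. The increases of ath-miR824, 0.42 (0.01), and peu-miR2916, 0.46 (0.02), were under 2-fold. Each exceeded its spot noise but not the shift between normalizations: ath-miR824 ranged from -0.32 to 0.79 and peu-miR2916 from -0.62 to 0.54 over the settings. The ratio of mtr-miR169f was -0.70 (0.08), also under 2-fold, and ranged from -1.33 to 0.10. The remaining small difference of the panel, ath-miR159a, was -0.48 (0.03) and stayed below 0 in each setting. All 10 miRNAs of Figure 2A were measured on both arrays and had the direction drawn there, and 6 of them met the 2-fold rule. The lowest tallies of directions over the settings were 8 of 9 with the empty spots as background, where zma-miR166n* had no ratio, and 8 of 10 with control scaling, both chosen after the data were seen.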

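Of the 34 miRNAs of Figure 2B and C, 17 were detected on both 20 dpi arrays, and the other 17 were detected on 1 of them, 9 higher and 8 lower in inoculated roots. All 34 had the direction of the figure, and 29 were at least 2-fold different. Over the settings the tally of directions fell to 27 of 34 at its lowest, under scaling on the spiked-in controls. Among the increases, ahy-miR167-3p had a log2 ratio of 2.67 (standard error of the repeat spots 0.12) and ahy-miR156c one of 1.62 (0.10), the latter -0.01 under control scaling. The signal of cre-miR1160.2 was at least 10.3-fold and that of pta-miR948 at least 9.29-fold higher in inoculated roots. Among the decreases, osa-miR162b was at least 9.53-fold and zma-miR159e at least 4.97-fold lower. The 5 miRNAs under 2-fold were ath-miR157a at 0.59 (0.27), osa-miR160e at 0.72 (0.07), osa-miR164c at 0.25 (0.02), osa-miR166e at 0.21 (0.02) and ppt-miR529g at -0.22 (0.14). Apart from ath-miR157a, each of these 5 changed sign in at least 1 setting: osa-miR164c reached -1.02, osa-miR166e -0.72 and osa-miR160e -0.14 under control scaling, and ppt-miR529g reached 0.48 with the loess over all probes.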

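The ahy-miR156b-3p probe gave a log2 ratio of 3.22 (standard error of the repeat spots 0.15) at 10 dpi, from 15.0 intensity units in uninoculated to 127.6 in inoculated roots. At 20 dpi its signal was 36.4 units in uninoculated roots and under the detection limit in inoculated roots, at least 2.83-fold lower. The ath-miR854a probe had a log2 ratio of -1.17 (0.08) at 10 dpi and 1.59 (0.13) at 20 dpi, with the same directions in all 15 settings. Such pairs of directions were frequent. Of the 33 probes at least 2-fold different at both time points, 32 had opposite directions, and across the 138 probes detected on all 4 arrays Pearson's r of the log2 ratios was -0.68. This correlation is across probes, which are not independent replicates. It ranged from -0.79 to -0.57 over the settings, the latter from the second repeat spots alone. Opposite directions made up 8 of 8 probes under the normexp correction, 35 of 37 in the authors' processed values and, at the lowest share, 28 of 43 under control scaling. A technical cause stays open. The spiked-in control PUC2PM-20B, picked out after its values were seen, had 70.5 and 934 units at 10 dpi and 832 and 38.0 at 20 dpi (uninoculated and inoculated). The controls a2-PUC2PM-20B and a3-PUC2PM-20B did not have that order.

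**Figure D1:**
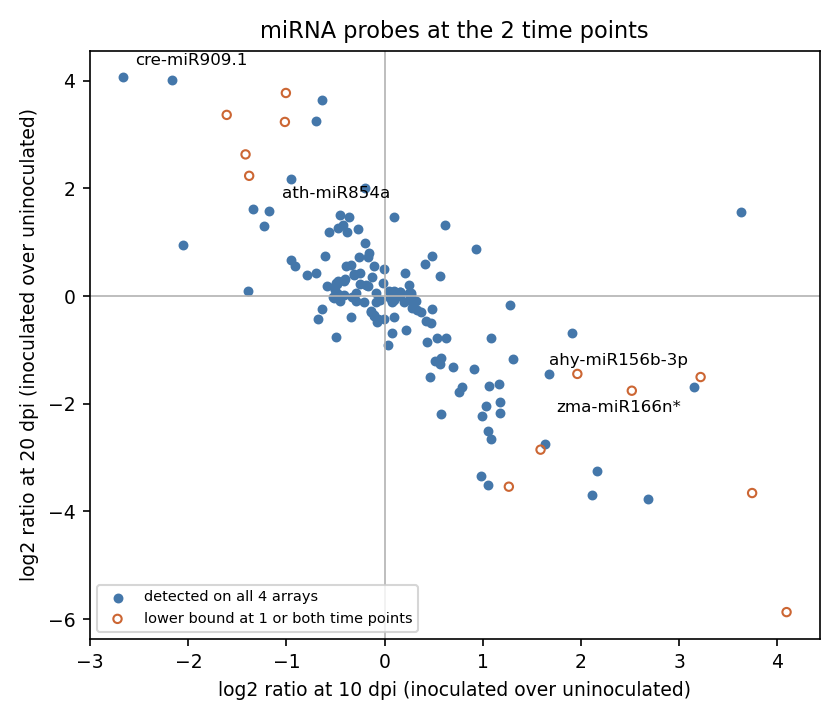
Log2 ratio of inoculated over uninoculated roots at 10 dpi (x axis) against the same ratio at 20 dpi (y axis), 1 point per probe. Filled points are the 138 probes detected on all 4 arrays. Open points, labelled as lower bounds, are the other probes at least 2-fold different at both time points, and so lie far from 0 by selection. For vvi-miR396a at 20 dpi and zma-miR398b* at 10 dpi the value is an uncertain ratio and no bound. Most points far from 0 on both axes lie in the upper left and lower right.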

Interestingly, the miRNAs ahy-miR156b-3p and zma-miR166n increased at 10 dpi, but decreased in abundance at 20 dpi; whereas levels of ath-miR854a and cre-miR909.1 decreased at 10 dpi and increased at 20 dpi (Figure 2, S1, S2).

**Figure 2:**
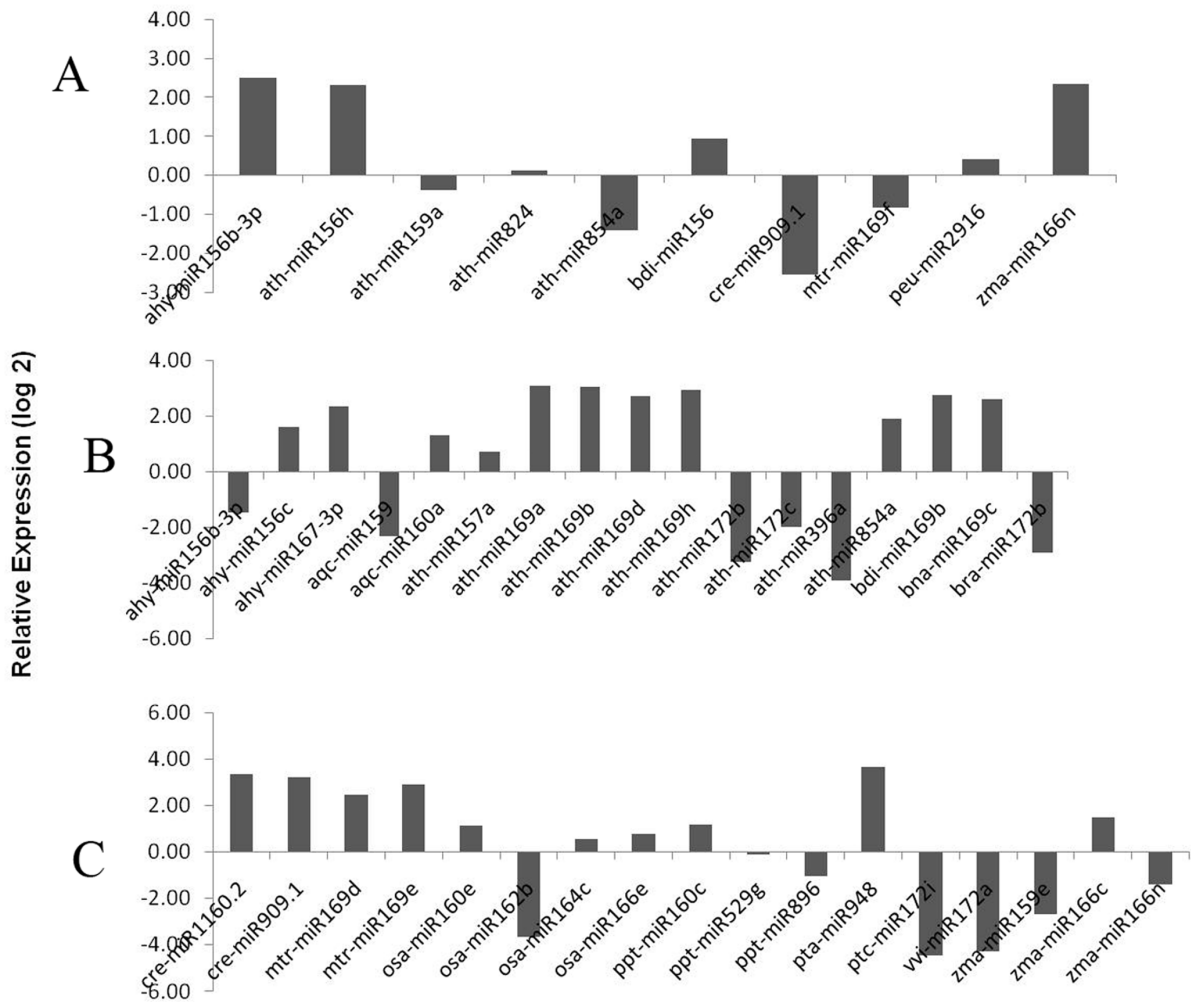
miRNA-microarray expression of *P. brassicae* responsive miRNAs exhibiting differential expression at 10- (A) and 20- dpi (B, C) following pathogen infection.

Among the differentially expressed *P. brassicae* miRNAs, ath-miR156 increased during the early time point (10 dpi) and decreased at the later stage (20 dpi). This miRNA has been previously reported to be involved in hormone homeostasis (abscisic acid signaling, gibberellin response), in mediating responses to abiotic stresses [34], [35] and is also induced by Turnip Mosaic Virus (TuMV) infection in transgenic *Arabidopsis* plants [36], [37]. 

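The miR156 probes did not move as 1 group. While ath-miR156h fell to a log2 ratio of -3.25 (standard error of the repeat spots 0.18) at 20 dpi, ath-miR156a had ratios of -0.10 (0.10) at 10 dpi and -0.35 (0.24) at 20 dpi, and ath-miR156g had -0.08 (0.06) and -0.42 (0.22), differences of the size of the shifts between normalizations. The bdi-miR156 ratio at 20 dpi was -1.98 (0.13). The ahy-miR156a ratio at 20 dpi was 1.305 (0.11), again opposite to bdi-miR156. For ahy-miR156c the ratios were -1.34 (0.05) at 10 dpi and 1.62 (0.10) at 20 dpi. Over the miR156 probes with a ratio and without a star or an arm suffix, 8 were higher and 9 lower in inoculated roots at 10 dpi, and 4 were higher and 14 lower at 20 dpi. The family median at 10 dpi was -0.004, at percentile 41.5 of 10000 random probe lists of the same size and signal. It was -0.46 at 20 dpi, at percentile 2.7, and turned positive there under median scaling (0.29) and quantile normalization (0.03). At 10 dpi it lay near 0 and changed sign between settings, from -0.92 under control scaling to 0.19 under median scaling. The percentiles describe these arrays only, since family members differ by few bases and share signal.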

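The miRNA that the paper writes as zma-miR166n is represented on the array by the probe zma-miR166n*, the opposite strand of the hairpin, and the *Zea mays* probes of this family were all of that star form. At 10 dpi its signal was 9.10 intensity units in uninoculated roots, just above the limit of 7.12, and 72.5 in inoculated roots, a log2 ratio of 3.15 (standard error of the repeat spots 0.04). The lowest measured ratio over the settings was 1.01, with the normexp correction, and 10 times the background SD as the limit left a bound of at least 0.89. The miR166 probes without a star are separate from it. Of 17 with a ratio at 10 dpi, 15 were higher and 2 lower, with a median of 0.25 at percentile 91.8 of the matched random lists. That median changed sign without normalization (-0.34), under control scaling (-0.74) and over the Brassica and Arabidopsis probes alone (-0.02).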

The zma-miR166, which is also increased in abundance at 10 dpi (Figure 2A), has previously been shown to be involved in the regulation of class-III homeodomain leucine zipper (*HD-ZIP III*) genes [38]. The *HD-ZIP III* TFs have also been implicated in lateral root development of *A. thaliana* [39]. 

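At 20 dpi the zma-miR166n* signal was 101.1 intensity units in uninoculated and 22.1 in inoculated roots, a log2 ratio of -1.69 (standard error of the repeat spots 0.17). It stayed below 0 in all 15 settings, from -3.21 to -0.71. For the miR166 probes without a star the 20 dpi median was -0.11, at percentile 5.4, with 3 probes higher and 14 lower. It became 0.30 without normalization, 0.65 under median scaling, 0.18 with the loess over all probes and 0.24 over the Brassica and Arabidopsis probes, so that the direction of these probes at 20 dpi was not settled by the arrays.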

The expression of zma-miR166n increased at 10 dpi and decreased at 20 dpi. Interestingly, the over-expression of mtr-miR166 has been previously shown to reduce the number of symbiotic nodules and lateral roots in *Medicago truncatula* [40]. Our results suggest that the miRNAs, which have been implicated in root development and/or in mediating plant responses to pathogens, are modulated during clubroot development.

Interestingly, we identified eight miR169s, all of which showed increased expression due to infection of *B. napus* with *P. brassicae* (Fig. 2b, c) at 20 dpi. However, alignment of these mature miRNA sequences exhibited at least 18 of the 21 bases being conserved, with only between one and three bases at the termini being dissimilar (data not shown), indicating their widespread and highly conserved nature among plant species. 

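On the uninoculated 20 dpi array the 8 miR169 probes of Figure 2 had signals of at most 6.30 intensity units, against a detection limit of 4.77, and only ath-miR169d was detected. On the inoculated 20 dpi array all 8 were detected, between 30.9 and 50.8 units. The log2 ratio of ath-miR169d was 3.64 (standard error of the repeat spots 0.34), 12.5-fold. For the other probes the normalized signal was higher by at least 11.5-fold for ath-miR169a, 13.7-fold for ath-miR169b, 12.4-fold for ath-miR169h and 11.0-fold for bdi-miR169b. It was higher by at least 9.42-fold for bna-miR169c, 9.94-fold for mtr-miR169d and 14.6-fold for mtr-miR169e. These bounds rest on the lowest detected signal of the uninoculated array and on the normalization, which enlarged them. For mtr-miR169d (4.1 and 32.9 units) and mtr-miR169e (4.5 and 46.3 units) they exceed the ratio of the signals before normalization. On that scale these are no lower bounds. Without normalization the log2 ratios lay between 2.68 for bna-miR169c and 3.26 for mtr-miR169e. They moved most with the normexp correction, to log2 ratios between 0.93 for bna-miR169c and 1.25 for ath-miR169d, and stayed above 0 in every setting. At 10 dpi the same probes were well above the limit on both arrays.

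**Figure D2:**
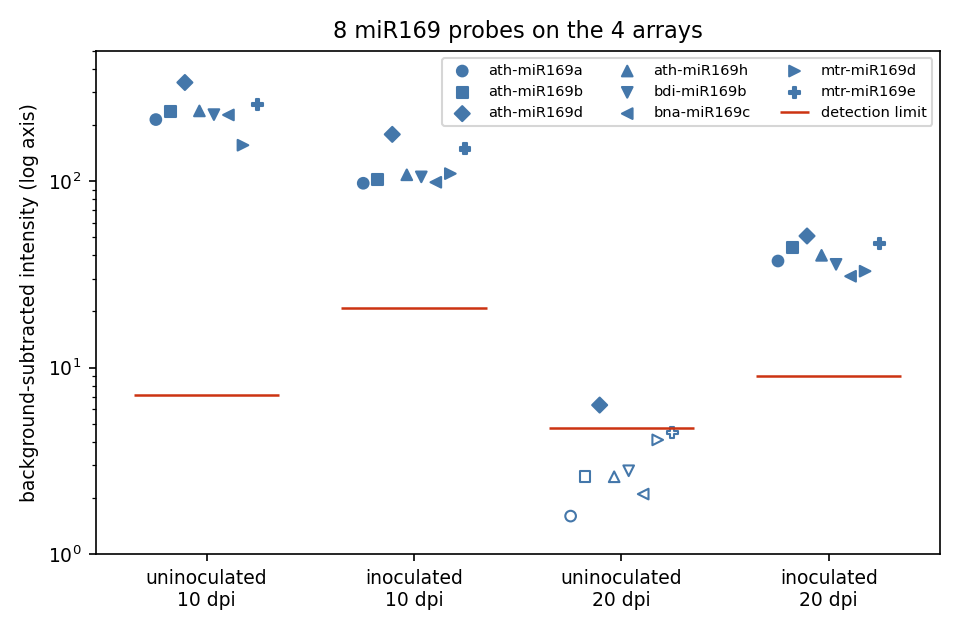
Background-subtracted intensity (log axis) of the 8 miR169 probes of Figure 2 on the 4 arrays, 1 symbol per probe. Open symbols mark probes that were not detected and the red line marks each array's detection limit, and 7 of the 8 probes are open on the uninoculated 20 dpi array alone.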

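The probe targets of these 8 miRNAs were 21 bases long and all distinct. In the 28 pairs of sequences between 18 and 20 bases matched. Against ath-miR169a (CAGCCAAGGAUGACUUGCCGA), with positions counted from 1 at its 5′ end, ath-miR169b differed by A21G, bdi-miR169b by C1U and A21G, bna-miR169c by C1U and G20U, mtr-miR169d by C1A and A21G, and ath-miR169h by C1U, G20U and A21G. The sequences of ath-miR169d and mtr-miR169e begin and end 1 base further towards the 5′ side and differed by C1G within the shared stretch. Probes this alike can share signal, and they were not taken as independent measurements here.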

The conservation of miRNA sequences between different plant species, with variations of one or a few base pairs, has previously been reported [25]. 

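The Arabidopsis miR169 probes had log2 ratios at 10 dpi of -0.95 (ath-miR169a), -1.01 (ath-miR169b), -0.64 (ath-miR169d) and -0.94 (ath-miR169h). That of ath-miR169d turned to 0.38 with the empty spots as background, and the other ratios stayed below 0 in each setting. The array holds 46 miR169 probes without a star. At 10 dpi 27 of them were detected on both arrays, 7 higher and 20 lower in inoculated roots. Their median was -0.63, at percentile 0.0 of the matched random lists, and by the 2-fold rule 4 were higher and 3 lower. At 20 dpi 2 were detected in uninoculated and 21 in inoculated roots, all 21 higher, 19 of them undetected in uninoculated roots. Their median was 3.24, at percentile 100.0. The median at 20 dpi moved most with the normexp correction, to 0.93, and the median at 10 dpi with 10 times the background SD as the limit, to -1.39. The direction at each time point was the same in every setting.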

The expression of ath-miR169 was found to be increase at 20 dpi. A similar increase in abundance of the ath-miR169 has been reported following pathogen attack in the *Arabidopsis* [24] as well as in response to osmotic stress in rice [31], [41]. However, the abundance of ath-miR172 decreased at 20 dpi following *P. brassicae* infection and was not detectable at 10 dpi. It has been previously reported that the abundance of ath-miR172 was decreased due to UV-B radiation in *Arabidopsis* [42], and in response to viral infection in tomato [30]. 

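The names ath-miR172b and bra-miR172b correspond on the array to the star probes ath-miR172b* and bra-miR172b*, at least 6.78-fold and 8.43-fold lower in inoculated roots at 20 dpi. The largest lower bounds of a decrease in the family were 17.4-fold for ptc-miR172i and 15.6-fold for vvi-miR172a. Of 14 miR172 probes without a star, 13 were detected in uninoculated and 8 in inoculated roots at 20 dpi. Their median log2 ratio was -1.89 over 12 probes, 1 higher and 11 lower, at percentile 0.4 of the matched random lists. It moved most with the empty spots as background, to -3.197, and kept its sign in all settings. At 10 dpi 7 of the 14 probes were detected on each array, with signals close to the limit on the inoculated array. Their median ratio was -0.05, with 3 probes higher and 4 lower, and it changed sign under median scaling (0.31), in the authors' processed values (0.30), with the normexp correction (0.10) and over the Brassica and Arabidopsis probes alone (0.29).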

The levels of aqc, osa, ppt-miR160 increased at 20 dpi and were not detectable at 10 dpi. These miRNAs have been shown to be increased in pine stems with response to the rust fungus [43] but increased in *Arabidopsis* due to bacterial infection [44]. 

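At 20 dpi the log2 ratio was 1.18 (standard error of the repeat spots 0.04) for aqc-miR160a, 0.72 for osa-miR160e and 1.25 (0.07) for ppt-miR160c. The ratio of ath-miR160a was 1.65 (1.51) and is uncertain, because its repeat spots on the uninoculated array differed too much to count as detected. It ranged from 0.71 to 4.05 over the settings. All 9 miR160 probes without a star that had a ratio were higher at 20 dpi, with a median of 1.19, at percentile 100.0 of the matched random lists. This direction was lost under control scaling, where the median was -0.14, aqc-miR160a -0.11 and ppt-miR160c -0.32, and it was kept in the other settings. At 10 dpi the same 9 probes were detected on both arrays and all were slightly lower in inoculated roots, with a median of -0.38 at percentile 33.7. The signal of aqc-miR160a at 10 dpi was 225 intensity units in uninoculated and 97.6 in inoculated roots, a log2 ratio of -0.57 (0.06). The lowest 10 dpi median, -1.39, also came from control scaling, and the median stayed below 0 in each setting.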

Increased expression of ath- miR160 in response to hypoxia in *Arabidopsis* [45] and maize [46] possibly indicates the involvement of the miRNAs in both abiotic and biotic stress response.

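The ath-miR396a probe was detected only on the uninoculated 20 dpi array, at 139.9 intensity units, and was at least 11.7-fold lower in inoculated roots of that age. At 10 dpi it was not detected on either array. Of 13 miR396 probes without a star 5 had a ratio at 20 dpi, all lower, with a median log2 ratio of -3.54 at percentile 2.3 of the matched random lists. The star probe zma-miR396a* was higher (0.61). The median is the ratio of vvi-miR396a, whose repeat spots in inoculated roots differed too much to count as detected. The smallest decrease over the settings was a median of -1.74, with the normexp correction. At 10 dpi 4 miR396 probes of other species had a ratio, all higher, with a median of 1.12 at percentile 96.1, and this median fell to 0.32 with 10 times the background SD as the limit.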

Our observations also revealed that ath-miR396 was differentially expressed during the disease progression and decreased at 20 dpi (Figure 2C). The expression of tae-miR396 has been reported to be decreased in wheat (*Triticum aestivum*) following powdery mildew infection [47]. Interestingly, the expression of cre-miR909 decreased at 10 dpi, while at the later stage of disease progression (20 dpi), it was increased. 

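The signal of cre-miR909.1 at 10 dpi was 155.9 intensity units in uninoculated and 21.8 in inoculated roots, the latter close to the detection limit of that array. The log2 ratio was -2.67 (standard error of the repeat spots 0.18). At 20 dpi the signal was 8.40 units in uninoculated and 95.7 in inoculated roots, a log2 ratio of 4.06 (0.08) and the highest of the measured ratios at that time point. Both directions held in all 15 settings, with ratios from -3.24 to -0.46 at 10 dpi, the latter a bound with the empty spots as background, and from 1.61 to 4.10 at 20 dpi.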

The role of cre-miR909 in relation to its involvement in stress response has not been reported yet. In the current study, miRNA microarray analysis led to the identification of several pathogen (*P. brassicae*) responsive miRNAs in *B. napus*. Interestingly, most of these miRNAs were decreased in abundance, which suggests that expression of their target genes could be enhanced in response to *P. brassicae* infection.

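Counted over the entries of Figure 2 at both time points, 27 of 44 were higher and 17 lower in inoculated roots on the arrays. With the 2-fold rule, 4 were higher and 2 lower at 10 dpi, and 17 were higher and 12 lower at 20 dpi. The paper compares inoculated with uninoculated roots at each time point and takes the miRNAs past its t-test as responsive to *P. brassicae*. From the miRNAs whose abundance fell, the paper proposes that the expression of their target genes could rise in response to infection.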

### miRNA-mRNA Target Prediction

Potential miRNA targets were identified using degradome analysis [48]. In our study, many of the predicted target genes of miRNAs that were differentially expressed during clubroot disease progression belonged to various families of TFs (Table 1). In most of the cases they showed G:U base pair or a single nucleotide mismatch and, indeed, a G:U base pair with 7–8 mer seed site has been reported to cause down-regulation of target genes [23]. Consistent with the previous observations [49], single mismatches within the miRNA:mRNA interaction target position (2–8) were shown to strongly reduce expression of target genes (Table 2). However, in some miRNA:mRNA interactions, two simultaneous mismatches at the 3′ region had only little or small effect on target suppression [50].

**Table 1:** List of miRNAs that exhibited modulation in their expression following infection by *P. brassicae*, their possible targets, and their annotated biological functions.

miRNAs	Target gene	Target Function*
ath-miR156h	SBP-Like genes	Auxin signalling; from germination to mature seeds; inflorescence
ath-miR159	MYB33	hormone signalling during stress response
aqc-miR160a	ARF	Involved in regulating early auxin response genes
zma-miR166n	HD-ZIPIII	Polarity of Leaf
osa-miR164c	NAC	Involved in shoot apical meristem formation and auxin-mediated lateral root formation.
mtr-miR169d	NFY	Involved in hormone homeostasis during stress
vvi-miR172a	AP2 like	Involved in regulation of TFs during the pathogen response
ath-miR824	MADS box	Root development, trichome and guard cells
cre-miR909	LEA/Auxin repressed like	Auxin signalling
ath-miR396	TIR1/GRF	Adaptive response to stress
peu-miR2916	F-box protein	Involved in pathogen induced response; Aux/IAA signalling

* The targets were predicted employing starBase - degradome analysis software as indicated in “Materials and Methods”.

**Table 2:** Possible interactions between identified miRNAs showing modulation and their predicted targets as obtained through starBase Degradome analysis.

miRNA		miRNA:mRNA interaction
	miRNA_3′ CACGAGAGAAAGAAGACAGU	
**ath-miR156h**	|||||||||.||||||||||	
	target_5′ GUGCUCUCUCUCUUCUGUCA	
	miRNA_3′ AUCUCGAGGGAAGUUAGGUUU	
**ath-miR159**	||||||.||||||||.|||||	
	target_5′ UAGAGCCCCCUUCAAACCAAA	
	miRNA_3′ CACGAGAGAUAGAAGACAGUU	
**ath-miR157a**	|||||||||.|||||||||||	
	target_5′ GUGCUCUCUCUCUUCUGUCAA	
	miRNA_3′ GGCCGUUCAGUAGGAACCGAA	
**ath-miR169b**	|||||||.||||o||||||||	
	target_5′ CCGGCAAAUCAUUCUUGGCUU	
	miRNA_3′ GACGUCGUAGUAGUUCUAAGA	
**ath-miR172c**	||||||||||||||o||||||	
	target_5′ CUGCAGCAUCAUCAGGAUUCU	
	miRNA_3′ AGCCGUUCAGUAGGAACCGAC	
**ath-miR169a**	||||.|||.|||||||||||.	
	target_5′ UCGGAAAG-CAUCCUUGGCUC	
	miRNA_3′ GUGGUGGCCAAACUGGUCGU	
**cre-miR909.1**	|o|||||||||||o||||||	
	target_5′ CGCCACCGGCUUGAUCAGCA	
	miRNA_3′ GAGGAGGAGGGAUAGGAGUAG	
**ath-miR854a**	| |||||||||||||||||o||	
	target_5′ CUCCUCCUCCCUAUCCUCGUC	
	miRNA_3′ AGGGAAGAGUGUUUACCAGAU	
**ath-miR824**	| |o||||||||||||||||||	
	target_5′ UCUCUUCUCACAAAUGGUCUA	
	miRNA_3′ CACGAGAGAGAGAAGACAGU	
**bdi-miR156**	|||||.||||||||||||||	
	target_5′ AUGCUCCCUCUCUUCUGUCA	
	miRNA_3′ ACUAGCAGAAGCUCAGGGGU	
**peu-miR2916**	||||o||||||.||||||||	
	target_5′ UGAUUGUCUUCAAGUCCCCU	
	miRNA_3′ CCCUUACUUCGGACCAAGCU	
**osa-miR166e**	||.||||||||| ||||o|||	
	target_5′ GGCAAUGAAGCCGGGUUUGA	
	miRNA_3′ GGCCGUUCAGUAGGAACCGAA	
**mtr-miR169d**	|.|||||.||||o||||||||	
	target_5′ CAGGCAACUCAUUCUUGGCUU	
	miRNA_3′ CCGUAGGUCCCUCGGUCCGU	
**aqc-miR160a**	| | |.|||||||.|||||||||	
	target_5′ GUCCUUCAGGGAGUCAGGCA	
	miRNA_3′ CCGUUCAGUAGGAACCGAGU	
**ath-miR169d**	||||| |||||o|||||||||	
	target_5′ GGCAAAUCAUCUUUGGCUCA	
	miRNA_3′ GCCGUUCAGUAGGAACCGAU	
**bdi-miR169b**	o|||||.||||||||||||	
	target_5′ UGGCAAAUCAUCCUUGGCUU	
	miRNA_3′ ACGUCGUAGUAGUCCUAAGA	
**ptc-miR172i**	| |||o|||||||||||||||	
	target_5′ UCCAGUAUCAUCAGGAUUCU	
	miRNA_3′ CGUGCAUGGGACGAAGAGGU	
**osa-miR164c**	|| |||o||||||||||||||	
	target_5′ GCUCGUGCCCUGCUUCUCCA	
	miRNA_3′ CCACUUUGACGGUGUACUAGA	
**ahy-miR167-3p**	|| |||||||oo||||||||||	
	target_5′ GGAGAAACUGUUACAUGAUCA	
	miRNA_3′ CCGUACGUCCCUCGGUCCGC	
**ppt-miR160c**	|||||||||||||||||||.	
	target_5′ GGCAUGCAGGGAGCCAGGCA	
	miRNA_3′ UCAAGUUCUUUCGACACCUU	
**ath-miR396a**	||.|||||o|||||||||o|	
	target_5′ AGAUCAAGGAAGCUGUGGGA	
	miRNA_3′ ACACUUAGAAUUACCACGACG	
**bra-miR172b**	||||||| ||||||||o|||||	
	target_5′ UGUGAAUGGUAAUGGUGUUGC	
	miRNA_3′ GCCGUUCAGUAGGAACCGAGG	
**mtr-miR169e**	o|| ||||||||||||||||.|	
	target_5′ UGGGAAGUCAUCCUUGGCUCA	
	miRNA_3′ UCCGUUCAGUAGGAACCGAU	
**ath-miR169h**	|||.|||||||||||||||o	
	target_5′ AGGGAAGUCAUCCUUGGCUG	
	miRNA_3′ UACAUCGUAGUAGUUCUAAGU	
**vvi-miR172a**	|||.|||||||||||||||||	
	target_5′ AUGGAGCAUCAUCAAGAUUCA	
	miRNA_3′ CUACUGUCUUCGAAUCUCUCG	
**ahy-miR156b-3p**	||.||.|||||||||||||||	
	target_5′ GAGGAAAGAAGCUUAGAGAGC	

The periods indicate mismatches at the seed region (2–8mer), while the circles indicate G:U wobble.

Previous studies have also reported that the targets of miRNAs are TFs [31], which themselves regulate numerous additional genes [51]. As indicated earlier, degradome analysis of miRNAs modulated during *P. brassicae* disease development revealed that these miRNAs display a striking propensity to target TFs (Table 1). These targets include members of the following families of gene regulatory elements: *NAC* domain proteins (comprise of *NO APICAL MERISTEM* (*NAM*), *Arabidopsis thaliana* transcription factor *(ATAF1*/*2*) and *CUP-SHAPED COTYLEDON* 1, *2* (*CUC 1, 2*), Zinc finger proteins, CCAAT binding, basic helix turn loop helix (*bHLH*), MADS box, F box family proteins, Myeloblastosis (MYBs), Auxin Response Factors (ARFs) and APETALA 2 (AP2). These TFs regulate the expression of various genes and hormone homeostasis during plant growth, development and stress responses (Table 1). The role of hormone homeostasis (increased/decreased phytohormone levels) during clubroot disease progression is also well documented [5], [15]. Specifically, auxin and GH3-family of proteins (auxin-responsive/regulator) have been shown to regulate the root development in plants [19]. Therefore, these TFs possibly have a role in the regulation of clubroot development through the modulation of hormone homeostasis.

The accumulation of several miRNAs such as ath-miR156, ath-miR160, zma-miR166 and ath-miR396 during clubroot development, could modulate the root architecture and hormone homeostasis, since they are known to be involved in the regulation of the transcripts like *AP2*, *ARFs* (*ARF10*, *ARF17*) *NAC*, and a type of F-box protein (T1R1). *NAC* TFs, for example, transduce auxin signals downstream of TIR1 to promote lateral root development [52]. ARFs regulate the expression of auxin-inducible genes by binding to auxin responsive promoters (ARPs) [53]. Down-regulation of miR396 during *P. brassicae* infection of *B. napus* could have a potential impact on clubroot development since one of the possible targets of ath-miR396 is TIR1, a known regulator of auxin signaling in response to biotic and abiotic stress [52].

Another miRNA identified in our studies as being modulated during clubroot disease progression is ath-miR172. 

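The *A. thaliana* probes of this miRNA fell unequally at 20 dpi. The ath-miR172c probe had 292 intensity units in uninoculated and 34.8 in inoculated roots, a log2 ratio of -2.54 (standard error of the repeat spots 0.01), and it was below 0 in all 15 settings, from -4.09 to -1.59. The ratio was -0.78 (0.05) for ath-miR172a and -0.07 (0.03) for ath-miR172e, the last smaller than the shifts between normalizations.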

Interestingly, ath-miR172, which was highly down-regulated at 20 dpi, is known to not only interact with the pathogenesis-responsive, RAP2.7 member of the AP2 family, but also targets five other members of the same TF family [49]. In addition, previous reports [54] have demonstrated transient (1–3 dpi) expression profile changes of gma-miR168 and gma-miR172 followed by gradual decreased (12 dpi) in *Bradyrhizobium japonicum* infected soybean roots.

Furthermore, the downregulation of ath-miR169 a/b/c was reported [55] in wild-type *Arabidopsis* due to drought stress, while transgenic *Arabidopsis* plants overexpressing ath-miR169a showed enhanced leaf water loss and susceptibility to drought. In contrast, the miR169 family was increased in rice (*Oryza sativa*) during drought stress [56], and the overexpression of miR169 (sly-miR169c) in transgenic tomato led to decreased transpiration rate and enhanced drought tolerance [57]. ath-miR169 is known to target mRNAs of genes that encode members of CCAAT binding TF, as well as allowing the expression of Nuclear Factor Y (*NFY*) [58], which has important implications in stress responses [55].

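The zma-miR166c* probe, the star form under which zma-miR166c is on the array, had a log2 ratio of 0.09 (standard error of the repeat spots 0.09) at 10 dpi, within the spot noise. At 20 dpi its signal was 117.5 intensity units in uninoculated and 203 in inoculated roots, a log2 ratio of 1.46 (0.10), which became -0.23 under scaling on the spiked-in controls and was above 0 in the other settings.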

The abundance of zma-miR166 and aqc-miR160 was observed to increase at 20 dpi (Table 2b, c). ath-miR160 is known to post-transcriptionally regulate TFs involved in lateral root development in *Arabidopsis* [59]. Our results are further supported by the small RNA-expression profiling of *Arabidopsis* leaves collected at 1 and 3 (dpi) with *Pseudomonas syringae* [44], which identified ath-miR160 as being highly induced. In addition to its role in lateral root development, ath-miR160 is also involved in the regulation of the TFs involved in auxin response signaling and targets ARFs: *ARF10, ARF16*, and *ARF17*, which are involved in root development in *A. thaliana* [60]. It is known that *ARF8* and *ARF17* regulate the transcription level of *GH3*-like genes, which in turn, regulates auxin level in plants [61], [62]. Free auxins or their conjugates have been shown to play crucial roles during clubroot disease development in *B. napus* [19]. Furthermore, it has been demonstrated that *A. thaliana* ARFs, *ARF10* and *ARF16*, targeted by ath-miR160, control root cap cell formation [53]. ARF mutant lines and ath-mir160-overexpressing lines showed the root tip defect with uncontrolled cell division and blocked cell differentiation in the root distal region. This resulted in a tumor-like root apex and loss of gravity sensing [53], and resembles clubroot disease phenotype of canola. Similarly, ath-miR166, which post-transcriptionally regulates *HD-ZIP III* genes, is also involved in lateral root development in *Arabidopsis* [39]. *In-situ* expression analysis has revealed that these target genes are spatially co-expressed with mtr-miR166 in vascular bundle and in the apical region of roots [40]. The over expression of mtr-miR166 has been shown to reduce the number of symbiotic nodules and lateral root development in *Medicago truncatula* [40]. In addition, ath-miR164 targets the TF NAC domain containing proteins (NAC/ATAF/CUC1), which regulates auxin signaling during lateral root development, and is also up-regulated during the *P. brassicae* disease progression and development in *A. thaliana* [28]. These results provide additional evidence for the important roles played by ath-miR160 and mtr-miR166 during root development and clubroot disease progression.

Moreover, the expression of many TFs was observed to be modulated in response to *P. brassicae* inoculation. These TFs belong to several major families, including ARF, AP2, MYB, Basic-Helix-Loop-Helix, homeobox, and zinc-finger family proteins. Also, it has been reported earlier that some of these TFs are involved in hormone homeostasis. For example, the modulation of cytokinin [15] and auxin [62] during clubroot development has previously been reported. As well, the involvement of auxins in the development of clubroot disease is also well documented [20], [21]. Furthermore, consistent with our microarray results carried out on *Brassica napus* infected with clubroot disease, transgenic *Arabidopsis* plants with lower cytokinin levels were found to be more tolerant to clubroot [15]. All of these TFs, therefore, may conceivably have a bearing on the development of clubroot disease in canola. Additional work to confirm these hypotheses through silencing of the target genes and determining their effect on the clubroot initiation and progression to establish what role they may play in pathogenesis in *B. napus* is currently underway in our laboratory.

### Relative Quantification of miRNA using qRT-PCR

Stem-loop qRT-PCR is a reliable and established method of detection and measurement of expression level of miRNAs. The stem-loop primer increases the sensitivity of reaction such that this method can significantly distinguish between two miRNAs with only a single nucleotide change [63], [64]. We used stem–loop RT followed by TaqMan (Applied Biosystems, USA) PCR analysis to validate and measure the expression of a selected sub-set of ten differentially expressed miRNAs from the ones identified in the miRNA microarray analysis as indicated previously. Endogenous controls, snoR66 was used as references at 10 dpi and 20 dpi, along with non-template controls in each set of experiments.

qRT-PCR results indicated that at 10 dpi, the expression of four out of ten miRNAs (ahy-miR156b-3p, aqc-miR159, mtr-miR169f and ppt-miR896) increased (Figure 3A), while the expression of aqc-miR160, ath-miR160a and osa-miR160e decreased (Figure 3A). At 20 dpi, two miRNAs (ahy-miR156b-3p and mtr-miR169f) exhibited increased expression (Figure 3B), while five miRNAs (aqc-miR160a, ath-miR160a, ath-miR172, osa-miR160e and ppt-miR896) showed decreased expression (Figure 3C).

**Figure 3:**
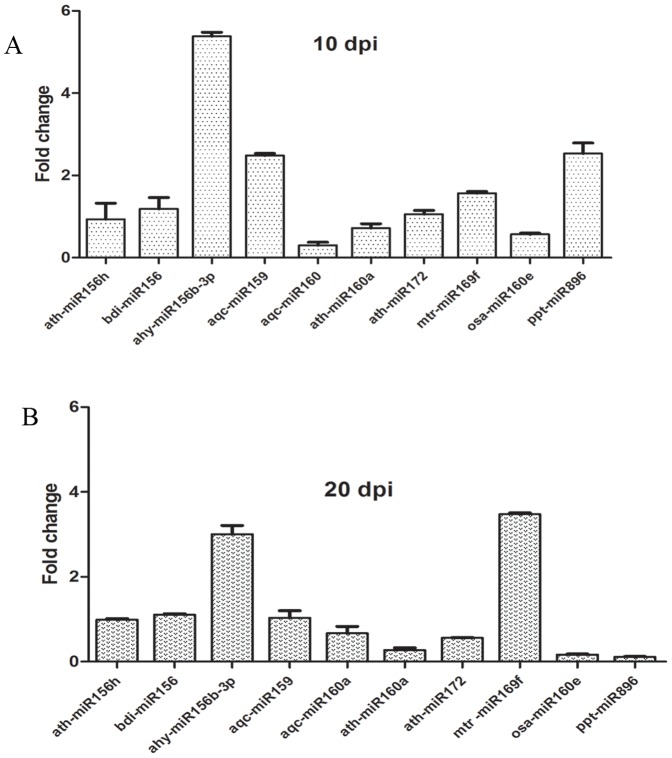
Relative abundance of miRNA in *B. napus* plant infected with *P. brassicae*. (a) Relative accumulation of miRNA showing the quantitative expression at 10 dpi and (b) Relative accumulation of miRNA showing the quantitative expression at 20 dpi. The expression of sonR66 was used as internal control in the experiment. The error bars show the standard deviation.

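On the arrays aqc-miR159 had a log2 ratio of 1.08 (standard error of the repeat spots 0.32) at 10 dpi and -2.66 (0.17) at 20 dpi. The ratios of ppt-miR896 were 1.68 (0.29) and -1.45 (0.06). For mtr-miR169f the 20 dpi ratio was 3.26 (0.22), from 5.00 intensity units in uninoculated roots, close to the detection limit, to 32.0 in inoculated roots. The signs of these 20 dpi ratios, and of the 10 dpi ratios of aqc-miR159 and ppt-miR896, were the same in every setting. Against the stated qRT-PCR directions, the arrays had the same direction for 6 of 7 miRNAs at 10 dpi and 3 of 7 at 20 dpi. At 10 dpi mtr-miR169f was lower on the arrays (-0.70) and higher by qRT-PCR. At 20 dpi ahy-miR156b-3p was lower on the arrays and higher by qRT-PCR. The reverse held at 20 dpi for aqc-miR160a, ath-miR160a and osa-miR160e.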

Although some of the miRNAs showed similar expression patterns in both microarray and qRT-PCR experiments, this was not true in all cases. Similar non-correlation between microarray and qRT-PCR has previously been reported [65]. Indeed, a systematic analysis of different platforms of miRNA expression concluded that although the intra-platform correlation was very high, the same did not apply for inter-platform comparisons [66].

### Genome Wide Mapping of mRNA Target Cleavage Site

miRNA:mRNA interaction was analyzed through 5′-RLM RACE of ten selected sets to elucidate putative targets. 5′-RLM RACE generated products between 200 to 1000 bp and the major PCR products of predicted size resulting from miRNA-guided cleavage event were determined through mapping (Figure 4). These products were cloned, and subsequently sequenced. The results of 5′RLM-RACE revealed that out of 10 miRNA:mRNA interactions, six showed G:U base pairs or mismatches with no consistency in the position of the seed site. It has been previously reported that single G:U base-pair mismatch diminish the expression of the target genes [50]. The second significant feature here is that most of the mismatches observed in our case involved a single base and at a position between 2–8, and any mismatches between positions 2–8 has previously been reported to strongly reduce the expression of target genes [50]. Mostly the 5′ ends of target genes terminated at a position corresponding to the middle of the region of complementarity with respective to their miRNA and directed the cleavage (Figure 4A). This is not surprising given the fact that the aforementioned feature is the characteristic of RISC-catalyzed cleavage events [67]. The sequence analyses of the 5′-RLM RACE products thus indicate the potential mRNA targets and the miRNA-mRNA interaction sites. The results of 5′ RLM-RACE (Figure 4B) were also in agreement with the findings of degradome analysis, where most of the tested miRNAs indicated TFs as being the major targets. For example, ath-miR157 binds to the mRNA of Squamosa binding like protein (*SPL15*) regulating plant growth and development along with abiotic and biotic stress signaling [68]. Similarly, ath-miR824 is involved in the regulation of mRNA of MADS-box protein (AGL16-II) while ath-miR172 targets the mRNA of *TOE2*, which belongs to pathogenesis related AP2 like ethylene responsive factors. Similarly, ath-miR159 binds to the mRNA of *MYB101* and ath-miR160 post-transcriptionally regulate the expression of *ARF17*. *ARF17* is known to be involved in adventitious root development [62] and auxin mediated signaling pathways in plants [26]. On the other hand, ath-miR162 targets the *A. thaliana* endoribonuclease such as Dicer Like Protein 1 (DCL1) [69], which is a RNA helicase involved in the miRNA processing, having important implications in plant growth and development [70]. The current results of miRNA mapping and cleavage site determination through 5′RLM RACE suggest that *DCL1, MYB, AP2,* MADS-box, *ARF* and *TOE* are major target gene for the miRNAs (miR162, miR160, miR157, miR824, miR396, miR854 and miR172.) involved in the disease modulation and progression of clubroot.

**Figure 4:**
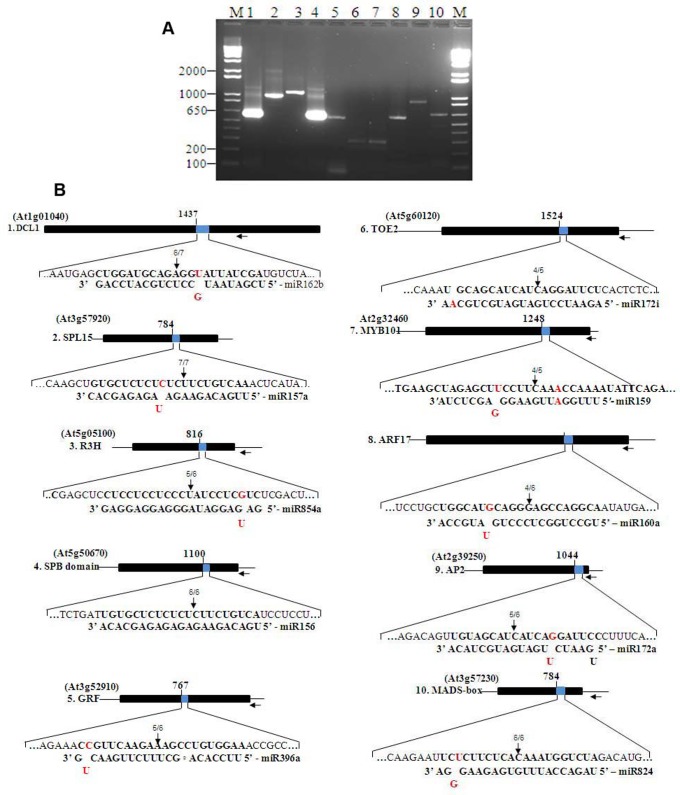
miRNA mapping and cleavage site determination through 5′ RLM RACE. Agarose gel image of 5′ RACE products (A) and the target mRNA cleavage sites (B). The targeted mRNA section and miRNA sequences, along with mismatch (es), if any, are shown as the expanded region. The 5′ends of the cleaved product determined by sequencing is indicated by the vertical arrowheads, along with the numbers of clones analyzed. The horizontal arrowheads indicated the gene-specific primer sites used for 5′RLM-RACE.

## Conclusion

Clubroot disease of *Brassicaceae* family has potential to substantially limit canola production. A miRNA microarray-based approach was used to identify miRNA expression and regulation during the disease initiation and progression. Results from this study provide a useful basis towards understanding the dynamics of miRNAs related to *P. brassicae* infection of canola. The differential expression analysis of miRNA during pathogenesis of *P. brassicae* was carried out at two developmentally distinct time points. The expression of various miRNAs was observed to be modulated during the process of clubroot initiation and development. Many of these miRNAs were involved in the regulation of gene activity by targeting, among others, TFs, *ARFs, MYB*, MADS box, *AP2* and ERFs. Based on available literature, many of these are known to be involved in stress-responses and developmental events related to pathogenesis.

The results documented here lead us to conclude that a diverse array of miRNAs and their target genes are modulated during the pathogenesis of canola by *P. brassicae*. The current study enhances our understanding related to the biological processes involved in *P. brassicae*-canola interactions and may lead to unique ways to generate disease resistant phenotypes.

## Materials and Methods

### Plant Growth and Pathogen

Seeds of *Brassica napus* were germinated on moist filter paper in petri dishes and placed under a light/dark (16 h/8 h) regime for 7 days at 22±1°C. Clubroot gall pathotype SACAN03-1 (St. Albert, Canada type 03-1), was isolated from infected tissues stored at −20°C (collected from Southern Alberta region), [71]. Resting spores were extracted by homogenizing mature clubroot galls of Chinese cabbage, followed by filtration through six layers of cheesecloth and two subsequent centrifugation steps (2,500×g) for 10 min [72]. The resting spores of *P. brassicae* were resuspended in autoclaved, deionized water and the number of spores in the suspension was counted using a haemocytometer. One week-old seedlings were individually dipped into the spore suspensions (1×10^7^ spores/mL) for 1–2 seconds and planted in flats (3×3 cm, one seed per insert) containing LA4 Aggregate Plus (Sunshine Professional Peat-Lite Mix; Sungro Horticulture, Vancouver, BC, Canada). Plants were placed in a growth chamber with an 18 h photoperiod (light intensity of 130****µmol m^−2^ s^−1^) with a day (21±1°C)/night (18±1°C) temperature cycle for 1 week, with a water tray underneath.

### Sampling and RNA Isolation

One-week old seedlings of *B. napus* cv. Westar were divided into two groups; one was inoculated with *P. brassicae* while the other, uninoculated group, served as controls in the experiment. Tissues were harvested at 10 and 20-days-post inoculation (dpi) for RNA isolation. Plant roots from these groups were pooled separately and total RNA was isolated using the TRI-Reagent (Ambion, USA) and used in microarray experiments.

### Microscopy of *B. napus* Infected with *P. brassicae* at Two Time Points

Pathogen-inoculated roots of *B. napus* cv Westar, as well as uninoculated controls, were cut into small (10–15 mm) segments and fixed in FAA (formalin, acetic acid and ethyl alcohol, [73] under vacuum at room temperature overnight. Following fixation, the root segments were dehydrated in a series of graded ethanol/water solutions, changed to toluene and later infiltrated with Paraplast® using a Leica TP1020 Tissue Processor. Longitudinal sections (6 µm thickness) were prepared using an AO Rotary microtome, affixed to the glass slides, de-paraffinated with toluene, rehydrated through a graded ethanol series and stained with Harris Hematoxylin and counterstained with Eosin Y [74]. Slides were subsequently dehydrated in ethanol followed by toluene and mounted with DPX® mounting medium (Sigma Aldrich, USA). The sections were viewed with a Zeiss Axioskop, analyzed using AxioVision™ software and photographed with Zeiss Axiocam.

### µParaflo™ miRNA Microarray

The miRNA microarray experiment was performed at LC Sciences, Houston, Texas (http://www.lcsciences.com). Chip hybridization experiments were carried out in duplicate using total RNA samples (2 to 5 µg) which were size fractionated using a YM-100 Microcon centrifugal filter (Millipore, USA). The small RNAs were polyadenylated (3′) using poly (A) polymerase (Applied Biosystems, USA). An oligonucleotide tag (Cy3 or Cy5, for individual treatments) was then ligated to the polyadenylated small RNA for fluorescent dye staining. Hybridization was performed overnight on µParaflo microfluidic chips (MRA-1038B) using a micro-circulation pump (Atactic Technologies, USA) where each detection probe consisted of a chemically modified nucleotide-coding segment complementary to known target plant microRNA from PMRD (Plant microRNA Database; (www.bioinformatics.cau.edu.cn/PMRD) and miRdata base 15 was used. This array includes over 5600 probes from experimentally as well as computationally identified plant microRNAs mainly from *Arabidopsis thaliana*, *Brassica oleracea*, *B. rapa* and *B. napus*, *Oryza sativa*, *Populus trichocarpa, Physcomitrella patens, Glycine max, Zea mays, Vitis vinifera* and *Triticum aestivum*. 

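The arrays analysed here held 1450 distinct miRNA targets of 17 to 25 bases from 34 species, 163 of them star forms. The names point to *O. sativa* for 284 probes, *P. patens* for 193, *Z. mays* for 147, *P. trichocarpa* for 70, *G. max* for 54, *V. vinifera* for 40 and *T. aestivum* for 24. *Brassica* species had 16 probes, 11 of them from *B. napus*. In all, 279 probes were detected on at least 1 array. These included 13 of the 16 *Brassica* and 48 of the *A. thaliana* probes, but only 17 of the *P. patens* probes.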

Blank cells and other non-homologous nucleic acid probes served as negative controls. Hybridization was performed overnight on a single-channel µParaFlo microfluidic chip at 34°C as described by [32]. Data were analyzed by subtracting the background and normalizing the signals using a LOWESS filter (locally weighted regression). The ratio of the two sets of detected signals (log2) and *P*-values were calculated through t-test. Differentially detected signals are reported for those with *P*-values <0.05. A transcript was considered as detectable when the signal intensity was higher than 3×the background standard deviation and the spot CV was <0.5, where CV was calculated as standard deviation/signal intensity. The miRNA-microarray data have been submitted to public repository, Gene Expression Omnibus/NCBI database (accession number-GSE51590).

### Quantitative Real-time PCR Assay

Total RNA was isolated from the roots of *B. napus* treated with *P. brassicae* at 10 dpi and 20 dpi as described above. To compare the expression levels of miRNA in *B. napus* following infection with *P. brassicae*, the TaqMan microRNA Assay for quantitative Real-Time PCR (q-RT-PCR) was employed. The stem-loop primers were designed and synthesized (Life technologies, USA). In order to validate the miRNA microarray results, real time quantitative PCR using stem-loop primers [75] was carried out to investigate the differential expression pattern of ten selected miRNAs at 10 and 20 dpi which included ath-miRNA 156h, bdi-miR156, ahy-miR156b-3p, aqc-miR159, aqc-miR160a, ath-miR160a, ath-miR172, mtr-miR169f, osa-miRNA160e and ppt-miR896. For controls, we employed the *Arabidopsis* endogenous control snoR66 (Life technologies, USA). All reactions were performed in triplicate and with an additional non-template control. Quantification of miRNA expression was performed in terms of comparative threshold cycle (C_T_) with the 2^−ΔΔC^_T_ method [76].

### starBase Degradome Analysis

Plant miRNA targets were identified through computational analysis using Degradome analysis, a web based software, starBase: a database for exploring microRNA:mRNA interaction maps [48]. This analysis predicted the target mRNAs for the *P. brassicae*-responsive miRNAs. The starBase Degradome analysis program reports all potential sequences, with mismatches no more than specified for each mismatch type [48]. The minimal score among all 20-mers did not exceed 2.5 penalty score and cleavage tags >1 with default parameters.

### Mapping of mRNA Cleavage Site

To examine the miRNA-directed cleavage of their predicted targets *in vivo*, we isolated total RNA using Tri-reagent as described above from *A. thaliana* (ecotype Ws). We employed the Firstchoice® 5′ RLM –RACE kit (Ambion, USA) to amplify the 5′ UTR of the full-length target genes. These target genes were selected on the basis of their expression of their corresponding miRNAs. These miRNAs were differentially expressed or showed high level of abundance at both the time points (10 and 20 dpi) due to infection of *B. napus* with *P. brassicae*. As well, based on available literature, their targets are implicated in root/clubroot development and/or signaling pathways related to disease development/tolerance. Combinations of three different primers were sued in 5′ RLM –RACE experiment as listed in table-S1. Total RNA (10 µg) was first treated with Calf Intestine Phosphatase (CIP) to remove the free 5′ phosphate group from partially degraded RNA, ribosomal RNA, fragmented RNA, tRNA and contaminating genomic DNA. The RNA was then treated with Tobacco Acid pyrophosphate (TAP) to remove the 5′ capping from full length mRNA, which are not affected by CIP, and to generate a 5′ monophosphate. RNA was then ligated with an RNA adaptor (45 oligonucleotide-long) using T4 RNA ligase. Using the above as template in RT-PCR, we amplified the 5′ ends of mRNA using miRNA target specific primer and adapter primer. The ampilcons were then cloned into TA cloning vector, pGEMT-easy vector (Promega, USA) and sequenced (ABI prism, Applied Biosystems, USA).

## Supporting Information

Figure S1 Visualization of the miRNA microarray data through clustering heat maps showing t-test of selected *B. napus* miRNA differentially expressed following infection by *P. brassicae* at 10- dpi. Red indicates an increase in abundance, while green represents a decrease in abundance of miRNAs at a P value of less than 0.01 (P<0.05).
(TIF) Click here for additional data file.

Figure S2 Visualization of the miRNA microarray data through clustering heat maps showing t-test of selected *B. napus* miRNA differentially expressed following infection by *P. brassicae* at 20- dpi. Red indicates an increase in abundance, while green represents a decrease in abundance of miRNAs at a P value of less than 0.01 (P<0.05).
(TIF) Click here for additional data file.

Table S1 List of primers used in 5′ RLM-RACE.
(DOCX) Click here for additional data file.

# Supplementary material for: Differential Expression of miRNAs in Brassica napus Root following Infection with Plasmodiophora brassicae
**Source:** PLoS One. 2014 Jan 31;9(1):e86648. doi: 10.1371/journal.pone.0086648
**Supplement:** Table S1 — List of primers used in 5′ RLM-RACE.

**Table S1.** List of primers used in 5´ RLM-RACE

| **Name** | **PRIMER** |
| --- | --- |
| CR157a_F | AGAAGTTGTCGCAGAAGACTCGCT |
| CR157a_IR | TCGAGTCGAAACCAGAAGATGGTC |
| CR157a_OR | ATCTGCTGGCTCCGAGATTTGACT |
| CR169b_F | ACAAGCATGCAATGAGAAGGGCAC |
| CR169b_IR | CACCTAACATAACTCGCTCTTTGTAC |
| CR169b_OR | CACTTTGTGGTCAGAAAGGCAAACG |
| CR156_F | TGTAGCCGCCAATGGTTCGAGTTA |
| CR156_OR | TCCATCAGAGACTGCACTCGCATT |
| CR156_IR | TGAGGGAGAAGAGAAGAGACACA |
| CR396a_F | ACATGTTGGCTGGTGCTTCTGTTC |
| CR396a_IR | TCCATGACCAAGCTCCTCACCTAA |
| CR396a_OR | AGTCTGATGATCGTGGCCAATCGT |
| CR159e_F | TCCTCGAAGCGACTTTGGGAATCT |
| CR159e_IR | TTGGTGGTGGTGGAGACTGAATGT |
| CR159e_OR | TGGAATAGTTGAAGCGCAGCTCCT |
| CR160a_F | CTCGGATCACATGGTTTCAAGGCA |
| CR160a_IR | TATCTGATGGCGGACTGCCAAAGT |
| CR160a_OR | ACTGTGTCTCATTGTCGCTGGACT |
| CR172a_F | AGTGCAAGCTTAGCAAGAGGAGGT |
| CR172a_IR | AGTCACATAATCATTCCGTCATTCAATAG |
| CR172i_F | AGCTCGACCTCAACTTGGGAATCT |
| CR172i_IR | TTGACGAAGGGCTGAGAAGGATGA |
| CR172i_OR | AAGGAGGAAGCTATGGTGGTGGTT |
| CR854a _F | TAGAAGGTGGTGGTGTTGATGGCT |
| CR854a _IR | AAGTCCGCCCTGAGTCTCTGATAA |
| CR854a _OR | ATGGAACGGAAGCGGAATCGGTAT |
| CR824_F | CTTGAATTGAGCCTTCGTGGCGTT |
| CR824_IR | AACGCCACGAAGGCTCAATTCAAG |
| CR824_OR | GCTTAAGCGCCAAACCAAAGGTCT |
| CR162b _F | ACCGGACAAAGGAAGTGGTCAAGA |
| CR162b _IR | ATGGTGTCGTGGAGGGTTCAACAT |
| CR162b _OR | ATACATCGGGACGAGCTCTCTGAA |

*(F-Forward, IR-Inner Reverse, OR- Outer Reverse)

How the deposited data were processed for this re-analysis (not part of the article)

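Roots of *B. napus* that were uninoculated or inoculated with *P. brassicae* were profiled at 10 and 20 dpi on 4 single-channel miRNA arrays, 1 per condition. The labels of the samples mention 3 biological replicates and the methods mention duplicates, but 1 scan per condition was analysed here. According to the methods the roots of each group were pooled before RNA isolation. The labels and the methods also differ in the RNA amount and in the labelling reaction, which leaves the values as they are. For each array the authors deposited the mean and SD of the scanner intensity of every spot, as read, with no background subtracted and no normalization. A second table holds the authors' processed intensity of 1408 probes on the same arrays, background-subtracted and normalized according to the methods, but its scale and exact normalization are not stated. The medians of its columns were 7.00 and 6.00 for the uninoculated and inoculated arrays at 10 dpi and 8.00 and 7.00 at 20 dpi. On the log scale these columns correlated with the background-subtracted scanner signals of the detected probes at r of 0.995 and 0.967 at 10 dpi and 0.987 and 0.994 at 20 dpi, each over the probes of 1 array. The table was used only as an alternative. No column was left unmapped.

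The files name each probe after its miRNA and give its target sequence, and these names were used as they stand. Each array carried 3968 spots, of which 2900 were miRNA spots. The median miRNA spot intensity was 64.0 on the uninoculated and 76.2 on the inoculated array at 10 dpi, and 45.9 and 70.0 at 20 dpi. As the scanner columns used here hold no separate background, the background of a spot was the median of the miRNA spots in a window reaching 8 positions along and 5 across to each side. That window was chosen after the spot maps were seen, because the level drifted over the inoculated 10 dpi array, from 52.0 to 88.3. The empty spots of that array had a median of 114.4, above that 88.3 and the 76.2 of its miRNA spots. On the other arrays the empty spots lay just under the miRNA spots, at 59.95, 44.29 and 67.04 (uninoculated 10, uninoculated 20 and inoculated 20 dpi). The cause of the bright empty spots was not tested, and it may bear on all 10 dpi ratios. The background SD is a robust SD (scaled median absolute deviation) of the subtracted miRNA spots. Repeat spots were averaged after subtraction, and their median CV among detected probes was 7.60% and 7.40% at 10 dpi and 11.3% and 9.30% at 20 dpi. Subtracted signals were floored at the lowest detected signal of each array, 7.71 and 20.9 at 10 dpi and 4.82 and 9.52 at 20 dpi, before log2 was taken. Normalization used normalizeCyclicLoess of limma 3.58.1 in R 4.3.3, with a span of 0.7 and 3 iterations, the curves weighted to the probes detected on all arrays. The other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

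The comparisons were inoculated against uninoculated roots at each time point and, as a measure of how far arrays differ without inoculation, uninoculated roots at 20 against 10 dpi. With 1 array per condition there is no test between conditions. A probe was called at a log2 ratio of at least 1 in size, or at a lower bound of at least 2-fold. The bound sets the detected array's signal against the floor of the other array, and no bound is given where it pointed the other way. Both signals are normalized, so that a bound depends on the normalization and can exceed the ratio of the signals before it. Where a probe failed on its spot CV and its own signal lay above the floor, that signal was used. Such a value is a ratio with wide spot noise and no limit, as in 4 of 26 bounds at 10 dpi, 7 of 66 at 20 dpi and 8 of 89 between the uninoculated arrays. Family medians take bounds at their size and cover probes without a star and without an arm suffix, and their percentile among 10000 random probe lists draws each member from the 30 probes nearest in mean signal. The precision is limited by the number of arrays, and the repeat spots show spot noise only.

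The sample mapping, the rule of size, the families, the detection rule and most alternatives were set before the data were examined. The alternatives were no normalization, median scaling, quantile normalization, a loess over all probes, a loess within each time point, the normexp background correction with an offset of 50, the authors' processed values, no limit on the spot CV, 10 times the background SD as the limit, and each repeat spot left out. The fold rule was also set at 1.5-fold and 3-fold, the methods' t-test was run on the floored and normalized repeat spots, and families were reduced to Brassica and Arabidopsis probes. A further 4 alternatives were chosen after the data were seen: 1 background value per array, the empty spots as background, the spot CV from the SD within spots, and scaling on the matched spiked-in controls. The miRNAs named in the text are those the paper names that match a probe name exactly, apart from case, and at each time point the 5 highest and 5 lowest measured ratios and the 3 largest bounds in each direction. Where the paper's name exists on the array only as a star probe (zma-miR166n, zma-miR166c, ath-miR172b, bra-miR172b), the star probe was used. Outside this rule, ath-miR156a, ath-miR156g, ath-miR172a and ath-miR172e are given as Arabidopsis probes of the paper's ath-miR156 and ath-miR172, which carry no letter. Likewise outside it, vvi-miR396a is named as the probe that sets a family median and zma-miR396a* as a star probe with the other direction. The probe ahy-miR156a, also outside it, is given because its target is that of bdi-miR156 without the last base.

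The steps from signal to call were tested on simulated data with known changes for the same 1450 probes. Of 183 changed probes with a ratio in the simulated 10 dpi comparison 87.4% were called in the right direction, with a median error of 0.15 log2 units, and 0 of 66 unchanged probes were called. In the simulated 20 dpi comparison 93.2% of 177 changed probes and 0 of 73 unchanged probes were called, with a median error of 0.14. All simulated changes were set beyond 2-fold. Unchanged probes had equal true signals on all arrays, apart from spot noise and a smooth distortion of each array. Differences between single hybridizations were not simulated, so that these figures do not limit false calls on the real arrays. The qRT-PCR, 5′ RLM-RACE, degradome and histology experiments of the paper were not analysed here, and no genome was used.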

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

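The tests on spot position, on GC content and on the brightness of a whole array were set before their results were seen. The tests without normalization, on mismatched family members, on spiked-in controls, on exchanged arrays, on Brassica and Arabidopsis probes and on the level of the miR169 probes, and the settings with empty spots, with 1 background value per array, with the CV within spots and with control scaling, were chosen only after the result was seen. The setting without normalization was itself planned, and only its use as a test came later.

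The inoculation ratios of the time points ran in opposite directions. Of 33 probes at least 2-fold different at both time points 32 were opposite, and r of the log2 ratios was -0.68 over 138 probes. The paper describes this for single miRNAs (ahy-miR156b-3p, zma-miR166n, ath-miR854a, cre-miR909.1 and ath-miR156) and does not report it for the probes as a whole. With 1 array per condition the difference between time points was not tested. Of the variation between the arrays in these 138 probes, 9.40% went with inoculation, 48.7% with time and 41.9% with the crossed contrast of the 2. The ends of this pattern are the uninoculated 10 dpi and uninoculated 20 dpi arrays, whose signals correlated least (r = 0.66). The other pairs had r of 0.89 (both 10 dpi arrays), 0.86 (uninoculated 10 and inoculated 20 dpi), 0.78 (both 20 dpi arrays), 0.77 (inoculated 10 and uninoculated 20 dpi) and 0.75 (both inoculated arrays). Several technical causes are argued against. Without normalization the correlation of the ratios stayed at -0.64. With each ratio taken from another repeat spot, at another place of the chip, it was -0.67 in both pairings, and with a trend on GC content removed it was -0.69. Less stringent hybridization of the inoculated 10 dpi and uninoculated 20 dpi arrays, acting on mismatched probes, stays open. Mismatched family members carried more signal on those arrays than their family's reference probe (median 0.16 log2 units over 13 families). Single members ranged widely, from -1.60 for ahy-miR156c to 2.58 for ath-miR156h, with 55 of 69 above 0. The opposing ratios were also present over the 33 Brassica and Arabidopsis probes (r = -0.85, against -0.64 over the 105 others), but the mismatches of these probes to the RNA of *B. napus* were not counted, and this excludes nothing. A difference between single hybridizations, an exchange of the arrays of 1 time point and a response of the roots that changes direction between time points also stay open, as each condition has 1 array. The biological explanation was not tested.

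The miR169 probes were an example, clearer at 20 than at 10 dpi. Their median log2 ratio was -0.63 at 10 dpi, with 20 of 27 probes lower. It was 3.24 at 20 dpi, with 21 of 21 higher, and the difference was not tested. By the 2-fold rule 4 probes were higher and 3 lower at 10 dpi, and 19 were higher and 0 lower at 20 dpi. The median kept each sign in all settings, from -1.39 to -0.08 at 10 dpi and from 0.93 to 3.58 at 20 dpi. The 20 dpi median came from the uninoculated 20 dpi array, where 2 of 46 miR169 probes without a star were detected, against 27, 27 and 21 on the other arrays in the order uninoculated 10, inoculated 10 and inoculated 20 dpi. A lower overall signal on that array is argued against, since 133 of 152 other probes of the same signal range (87.5%) were detected there. Between the uninoculated arrays the ath-miR169d signal went from 337.9 intensity units at 10 dpi to 6.30 at 20 dpi, the latter just above the limit of 4.77. The probes share most of their bases, so that 1 failed or absent miRNA species would lower them together, and the arrays do not tell the age of the plants from the single array.

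The miR160 probes without a star had a median of -0.38 at 10 dpi, 9 of 9 lower, and 1.19 at 20 dpi, 9 of 9 higher. The miR396 probes without a star had a median of 1.12 at 10 dpi, 4 of 4 higher, and -3.54 at 20 dpi, 5 of 5 lower. Neither difference between time points was tested. Control scaling moved the miR160 median at 20 dpi to -0.14, so that this family's change of direction depends on the scaling, and no setting turned a miR396 median. The opposing ratios across all probes, with r between -0.79 and -0.57 over the settings, cover both families. The explanations that stay open there stay open here, but less stringent hybridization would raise signals on the inoculated 10 dpi and uninoculated 20 dpi arrays, where the miR160 probes were lower, also without normalization (medians of -0.99 at 10 dpi and 0.88 at 20 dpi). It points the wrong way for miR160, except under control scaling at 20 dpi.

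Between the uninoculated arrays, which do not differ by inoculation, 165 probes were at least 2-fold different, more than in either comparison with inoculation. At 20 dpi 101 were higher and 64 lower, 1 array not detecting the probe in 81 of the calls. The paper reports no such comparison. The balance depended on the scaling: 56 higher and 100 lower under median scaling, 72 and 70 under quantile normalization, 63 and 78 in the authors' values, 36 and 43 with the normexp correction and 78 and 79 under control scaling. With the empty spots as background it was 125 and 31. Relative to the loess the median log2 ratio moved by 0.72 without normalization, by -0.39 under median scaling, by -0.13 in the authors' values and by 0.19 under control scaling. Plant age and array cannot be told apart, because each age has 1 uninoculated array.

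At 10 dpi 41 probes outside Figure 2A and at 20 dpi 83 probes outside Figure 2B and C were at least 2-fold different. Of these, 6 at 10 dpi (cre-miR1160.2, ppt-miR896 and aqc-miR159 among them) and 4 at 20 dpi (mtr-miR169f and ath-miR156h among them) are in the figure at the other time point, and the paper's text states a decrease of ath-miR156 at 20 dpi. The figure does not show the others. The highest measured log2 ratio at 10 dpi was that of cre-miR1144b, 3.63, and ath-miR400 had 2.69. The lowest outside Figure 2A were osa-miR1881 (-2.17), gma-miR390b (-2.06), tae-miR1134 (-1.39) and bna-miR169m (-1.38). After normalization the signal in inoculated roots was at least 30.5-fold higher for osa-miR1868 and 14.3-fold for zma-miR166k*, and at least 3.05-fold lower for cre-miR1160.2 and 2.67-fold lower for ppt-miR1066, while the bound of osa-miR1436, 1.61-fold lower, stayed under 2-fold. At 20 dpi osa-miR1881 had 4.01, mtr-miR169f 3.26 and bna-miR161 2.78, and the lowest ratios outside Figure 2B and C were those of ath-miR400 (-3.77), sbi-miR396d (-3.69), ath-miR158a (-3.51) and vvi-miR396b (-3.33). For zma-miR398b* the 10 dpi log2 ratio, 4.10, is uncertain, because its repeat spots in uninoculated roots differed too much to count as detected. The normalized zma-miR398b* signal at 20 dpi was at least 58.5-fold and the normalized pta-miR159c signal at least 18.0-fold lower. The normalized ptc-miR169s signal was at least 14.7-fold higher, which exceeds the ratio of its signals before normalization (3.4 and 46.7 intensity units). These depend on the processing: over the settings the log2 ratios at 20 dpi ran from -7.50 to -3.33 for zma-miR398b*, from -5.56 to -1.80 for pta-miR159c and from 1.21 to 4.02 for ptc-miR169s. The counts are smaller than the 165 probes that differ between arrays without inoculation. Apart from scale, no technical explanation was tested for these probes one by one, and the open explanations are those of the opposing ratios.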

How the results depend on the processing

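The settings with 1 background value per array, with the empty spots as background, with the CV within spots and with scaling on the spiked-in controls were chosen only after the results were seen, and the others were planned. No paired analysis was possible because the labels and files give 1 array per condition, so that no replicate number is shared. The median of a probe's repeat spots was not run apart from the mean, since each probe has 2 spots, and 1 value per distinct sequence was not run, since all sequences are distinct. Under the empty spots as background no miR172 or miR396 median could be given at 10 dpi, nor a miR172 median at 10 dpi with 10 times the background SD as the limit.

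Among the miRNAs of Figure 2 that had a value, the drawn direction was lost for 1 of 10 at 10 dpi without normalization, under quantile normalization and with the loess within each time point, for 1 of 9 with the empty spots and for 2 of 10 under control scaling. At 20 dpi it was lost for 1 of 34 without normalization, with the loess over all probes and with the empty spots, and for 7 of 34 under control scaling. In the other settings none was lost, with 9 and 29 miRNAs having a value in the authors' values and 31 at 20 dpi with 10 times the background SD. The correlation of the ratios at 10 and 20 dpi, -0.68, stayed negative throughout, and moved by more than 0.1 with 10 times the background SD as the limit (-0.79), under quantile normalization (-0.58) and without repeat spot 1 (-0.57). The number of probes at least 2-fold different at 10 dpi, 47, became 14 with the normexp correction, 19 with the empty spots as background and 93 under control scaling. It was 82 with a 1.5-fold rule, 23 with a 3-fold rule and 104 by the methods' t-test. At 20 dpi the 112 probes became 60 with the normexp correction and 73 with 10 times the background SD. The 165 probes of the uninoculated arrays became 79 with the normexp correction. The 3-fold rule and the higher detection limit lower a count by construction, and the normexp offset draws low signals together; for the other settings the cause was not tested. A count does not say which probes: of the 47 probes 35 were also called in the same direction without normalization and 27 in the authors' values, and of the 112 probes 99 and 89 were.

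The balance of higher and lower calls at 10 dpi also moved with settings other than scaling, to 14 higher and 26 lower with 10 times the background SD, 17 and 33 with 1 background value per array, 17 and 2 with the empty spots and 38 and 21 without repeat spot 2. At 20 dpi the empty spots gave 26 higher and 91 lower.

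The family medians that moved by more than the spread of their repeat spots are given by setting, and except where a construction is named the cause was not tested. The medians in the setting reported here were -0.63 at 10 dpi and 3.24 at 20 dpi for miR169, -0.05 and -1.89 for miR172, -0.38 and 1.19 for miR160, -0.004 and -0.46 for miR156, 0.25 and -0.11 for miR166, and 1.12 and -3.54 for miR396. Without normalization the values were miR169 -0.79 at 10 dpi and 2.68 at 20 dpi, miR172 -0.41 at 10 dpi and -2.26 at 20 dpi, miR160 -0.99 at 10 dpi and 0.88 at 20 dpi, miR156 -0.52 at 10 dpi and -0.10 at 20 dpi, miR166 -0.34 at 10 dpi and 0.30 at 20 dpi and miR396 0.85 at 10 dpi. Median scaling gave miR169 -0.08 at 10 dpi and 3.02 at 20 dpi, miR172 0.30 at 10 dpi, miR160 -0.28 at 10 dpi, miR156 0.19 at 10 dpi and 0.29 at 20 dpi, miR166 0.37 at 10 dpi and 0.65 at 20 dpi and miR396 1.56 at 10 dpi. Quantile normalization gave miR169 -0.18 at 10 dpi and 1.81 at 20 dpi, miR172 -0.48 at 10 dpi and -1.39 at 20 dpi, miR156 0.026 at 20 dpi, miR166 0.025 at 10 dpi and miR396 0.66 at 10 dpi and -3.09 at 20 dpi. A loess over all probes gave miR169 2.75 at 20 dpi, miR172 -1.22 at 20 dpi, miR160 -0.53 at 10 dpi and 0.97 at 20 dpi and miR166 0.077 at 10 dpi and 0.18 at 20 dpi, and a loess within each time point miR169 -0.14 at 10 dpi and 2.59 at 20 dpi, miR172 -0.48 at 10 dpi, miR160 -0.21 at 10 dpi and 1.51 at 20 dpi and miR156 -0.22 at 10 dpi and -0.066 at 20 dpi. In the authors' processed values the medians were miR169 -0.86 at 10 dpi and 2.15 at 20 dpi, miR172 0.30 at 10 dpi and -1.32 at 20 dpi, miR166 0.12 at 10 dpi and miR396 -2.85 at 20 dpi. The normexp correction, whose offset draws ratios towards 0, gave miR169 0.93 at 20 dpi, miR172 -0.95 at 20 dpi, miR160 -0.26 at 10 dpi and 1.04 at 20 dpi and miR396 0.52 at 10 dpi and -1.74 at 20 dpi.

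With 10 times the background SD as the limit the medians were miR169 -1.39 at 10 dpi and 2.10 at 20 dpi, miR172 -1.10 at 20 dpi, miR160 -0.28 at 10 dpi and 0.95 at 20 dpi and miR396 0.32 at 10 dpi and -2.24 at 20 dpi, and with no limit on the spot CV miR169 3.08 at 20 dpi. Without repeat spot 1 they were miR169 -0.83 at 10 dpi and miR172 -1.33 at 20 dpi, and without repeat spot 2 miR172 -2.26 at 20 dpi, miR160 1.07 at 20 dpi and miR156 0.16 at 10 dpi. Over Brassica and Arabidopsis probes alone, a smaller set of members by construction, they were miR169 -0.95 at 10 dpi and 3.58 at 20 dpi, miR172 0.29 at 10 dpi and -0.78 at 20 dpi, miR160 -0.23 at 10 dpi and 1.65 at 20 dpi and miR166 -0.019 at 10 dpi and 0.24 at 20 dpi. Of the later choices, 1 background value per array gave miR169 -1.38 at 10 dpi and 2.20 at 20 dpi, miR172 -2.43 at 20 dpi, miR160 -0.31 at 10 dpi and miR396 0.68 at 10 dpi, and the CV within spots miR169 3.00 at 20 dpi and miR172 -2.13 at 20 dpi. The empty spots as background gave miR169 -0.12 at 10 dpi and 1.51 at 20 dpi, miR172 -3.197 at 20 dpi, miR160 -0.22 at 10 dpi and 0.78 at 20 dpi, miR156 0.10 at 10 dpi and miR396 -4.32 at 20 dpi. Scaling on the spiked-in controls gave miR169 -1.19 at 10 dpi and 1.67 at 20 dpi, miR172 -0.81 at 10 dpi and -2.75 at 20 dpi, miR160 -1.39 at 10 dpi and -0.14 at 20 dpi, miR156 -0.92 at 10 dpi and -1.12 at 20 dpi, miR166 -0.74 at 10 dpi and -0.72 at 20 dpi and miR396 0.45 at 10 dpi and -4.97 at 20 dpi, and so reversed the miR160 median at 20 dpi. It also reversed ahy-miR156c (-0.015), aqc-miR160a (-0.11), ppt-miR160c (-0.32) and zma-miR166c* (-0.23) at 20 dpi. The direction of the miR169, miR172 and miR396 medians at 20 dpi and of the miR169, miR160 and miR396 medians at 10 dpi was the same in every setting that gave a value.

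For the 58 miRNAs named, 91 log2 ratios were recomputed, in 1340 values over the settings. Of these 443 moved by less than the spread of the repeat spots, 893 moved by more and 4 changed the sign of a called ratio. The signal over background sets a limit to all of them. The median detected signal was 14.6 times the background SD on the inoculated 10 dpi array and 119.5 times on the uninoculated 20 dpi array, so that a loss on the former shows only where the uninoculated signal was high.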

Differences from the paper's values

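The 0.2 log2 units allowed for reading the paper's Figure 2 by eye were set after the readings, and the settings with 1 background value per array, with the empty spots, with the CV within spots and with control scaling were chosen only after the values were seen. No sign differed between the figure and the values here. Of 44 readings 22 differed by more than the reading error and the spread of the repeat spots, 5 of 10 at 10 dpi and 17 of 34 at 20 dpi. In the authors' processed values 0 of 9 readings at 10 dpi and 0 of 29 at 20 dpi differed, the probes named ahy- and aqc- having no value in that table. For miRNAs with a lower bound a difference means that the bound after normalization exceeds 1.5 times the paper's fold.

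At 10 dpi these values differed. For ahy-miR156b-3p the paper's reading is about 2.5 in Figure 2A, read by eye, and the value here 3.22; 10 times the background SD (at least 1.61) gave only a bound on how much higher the signal was, not more than 1.5 times the paper's fold, while the other planned settings differed. The reading of ath-miR824 is about 0.1 in the paper's Figure 2A, read by eye, against 0.42 here; no normalization, the loess within each time point and the authors' processed values came within the error, and quantile normalization gave 0.0, within the error but without a direction; the other planned settings did not come within it. For ath-miR854a the paper's reading is about -1.4 in Figure 2A, read by eye, and the value here -1.17; no normalization, the normexp correction, no limit on the spot CV, 10 times the background SD and repeat spot 2 left out also stayed outside the error, and the other planned settings came within it. The reading of bdi-miR156 is about 0.9 in the paper's Figure 2A, read by eye, against 1.18 here; no normalization, median scaling, no limit on the spot CV, 10 times the background SD and repeat spot 2 left out also stayed outside the error, and the other planned settings came within it. For zma-miR166n* the paper's reading is about 2.3 in Figure 2A, read by eye, and the value here 3.15; quantile normalization and the authors' processed values came within the error, and 10 times the background SD (at least 0.89) gave only a bound on how much higher the signal was, not more than 1.5 times the paper's fold, while the other planned settings differed.

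At 20 dpi these values differed. For ahy-miR167-3p the paper's reading is about 2.4 in Figure 2B, read by eye, and the value here 2.67; median scaling, no limit on the spot CV and repeat spot 2 left out came within the error, and the other planned settings did not. The reading of aqc-miR159 is about -2.3 in the paper's Figure 2B, read by eye, against -2.66 here; repeat spot 1 left out came within the error, and the other planned settings did not. For ath-miR169b the paper's reading is about 3.1 in Figure 2B, read by eye, and the value here a bound of at least 3.77; the bound also exceeded 1.5 times the paper's fold with no limit on the spot CV and repeat spot 1 left out, and the other planned settings gave bounds that did not exceed it. The reading of ath-miR169d is about 2.7 in the paper's Figure 2B, read by eye, against 3.64 here; no normalization, quantile normalization and the authors' processed values came within the error, and 10 times the background SD (at least 2.37) gave only a bound on how much higher the signal was, not more than 1.5 times the paper's fold, while the other planned settings differed. For ath-miR169h the paper's reading is about 2.9 in Figure 2B, read by eye, and the value here a bound of at least 3.63; the bound also exceeded 1.5 times the paper's fold with no limit on the spot CV and repeat spot 2 left out, repeat spot 1 left out gave a measured 3.48, outside the reading error, and the other planned settings gave bounds that did not exceed it. The reading of ath-miR172c is about -2.0 in the paper's Figure 2B, read by eye, against -2.54 here; quantile normalization and the authors' processed values came within the error, and the other planned settings did not.

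For ath-miR854a the paper's reading is about 1.9 in Figure 2B, read by eye, and the value here 1.59; median scaling, quantile normalization and the authors' processed values came within the error, and the other planned settings did not. The reading of bdi-miR169b is about 2.8 in the paper's Figure 2B, read by eye, against a bound of at least 3.46 here; the bound also exceeded 1.5 times the paper's fold with no limit on the spot CV and repeat spot 1 left out, and the other planned settings gave bounds that did not exceed it. For bna-miR169c the paper's reading is about 2.6 in Figure 2B, read by eye, and the value here a bound of at least 3.24; the bound also exceeded 1.5 times the paper's fold with repeat spot 1 left out, and the other planned settings gave bounds that did not exceed it. The reading of cre-miR909.1 is about 3.2 in the paper's Figure 2C, read by eye, against 4.06 here; the authors' processed values came within the error, and 10 times the background SD (at least 3.41) gave only a bound on how much higher the signal was, not more than 1.5 times the paper's fold, while the other planned settings differed. For mtr-miR169d the paper's reading is about 2.5 in Figure 2C, read by eye, and the value here a bound of at least 3.31; the bound also exceeded 1.5 times the paper's fold with median scaling, no limit on the spot CV, repeat spot 1 left out and repeat spot 2 left out, and the other planned settings gave bounds that did not exceed it. The reading of mtr-miR169e is about 2.9 in the paper's Figure 2C, read by eye, against a bound of at least 3.87 here; the bound also exceeded 1.5 times the paper's fold with median scaling, the loess over all probes, no limit on the spot CV and repeat spot 2 left out, repeat spot 1 left out gave a measured 3.64, outside the reading error, and the other planned settings gave bounds that did not exceed it.

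For osa-miR160e the paper's reading is about 1.1 in Figure 2C, read by eye, and the value here 0.72; median scaling, the loess within each time point and the authors' processed values came within the error, and the other planned settings did not. The reading of osa-miR164c is about 0.5 in the paper's Figure 2C, read by eye, against 0.25 here; median scaling, quantile normalization, the loess within each time point, the authors' processed values and repeat spot 2 left out came within the error, and the other planned settings did not. For osa-miR166e the paper's reading is about 0.8 in Figure 2C, read by eye, and the value here 0.21; median scaling, the loess within each time point and the authors' processed values came within the error, and the other planned settings did not. The reading of ppt-miR896 is about -1.0 in the paper's Figure 2C, read by eye, against -1.45 here; the authors' processed values came within the error, and the other planned settings did not. For zma-miR166n* the paper's reading is about -1.4 in Figure 2C, read by eye, and the value here -1.69; quantile normalization, the authors' processed values and repeat spot 2 left out came within the error, and 10 times the background SD (at least 0.81) gave only a bound on how much lower the signal was, not more than 1.5 times the paper's fold, while the other planned settings differed.

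Among the settings chosen after seeing the values, 1 background value per array, which kept the figure's direction for 10 of 10 and 34 of 34 miRNAs and so dropped none of them, came within the error for ahy-miR156b-3p (2.45) and zma-miR166n* (2.44) at 10 dpi, and for ahy-miR167-3p (2.45) at 20 dpi, and its bounds for ath-miR169d (at least 3.02) and the other miR169 probes did not exceed 1.5 times the paper's fold. Control scaling, chosen after seeing the values and keeping the direction of 8 of 10 and 27 of 34, came within it for ahy-miR156b-3p (2.69), and its bounds for those probes other than ath-miR169d did not exceed that limit. The empty spots as background, likewise chosen after seeing the values and keeping 8 of 9 and 33 of 34, stayed under that limit for the same bounds, and the CV within spots, also a later choice that kept 10 of 10 and 34 of 34, came within the error for ahy-miR167-3p (2.50).

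The paper reports 10 miRNAs as differing at 10 dpi, and the rule of size used here gave 47. Of the settings chosen beforehand only the normexp correction, with 14, came within 1.5 times the paper's number. The others did not: 58 without normalization, 51 under median scaling, 63 under quantile normalization, 51 with the loess over all probes, 39 with the loess within each time point, 52 in the authors' values, 53 with no limit on the spot CV, 40 with 10 times the background SD, 60 and 59 without repeat spots 1 and 2, and 104 by the methods' t-test or 44 after adjustment. At 20 dpi the paper reports 34 and the rule gave 112, and no setting chosen beforehand came within 1.5 times of it. The nearest were 60 with the normexp correction and 73 with 10 times the background SD, while the methods' t-test gave 141, or 113 after adjustment. The paper's text gives over 5600 probes on the array, and 1450 miRNA probes were counted here, a count that no setting changes.

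The paper states that miR160 was undetectable at 10 dpi, while 9 of 12 miR160 probes were detected here on each array of that time point. It states the same of miR172, for which 7 of 14 probes were detected on each 10 dpi array, although ath-miR172c was detected in uninoculated roots only. The paper states that most responsive miRNAs fell, whereas over the entries of its Figure 2 the tally here was 27 higher and 17 lower. Of ath-miR156 the paper states an increase at 10 dpi and a decrease at 20 dpi. That was so for ath-miR156h, while ath-miR156a and ath-miR156g were slightly lower at both time points (-0.10 and -0.35, -0.08 and -0.42). The paper states once that zma-miR166 rose at 20 dpi and once that zma-miR166n fell. On the arrays zma-miR166c* was higher at 20 dpi (1.46) and zma-miR166n* lower (-1.69), the former reversed under control scaling (-0.23).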

Other observations

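The test of the brightness of the whole array was set before its result was seen. The tests on mismatched family members, on spiked-in controls, on exchanged arrays and on Brassica and Arabidopsis probes were chosen only after the result was seen.

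A first hypothesis for the opposing ratios at 10 and 20 dpi is that the inoculated 10 dpi and uninoculated 20 dpi arrays were hybridized under less stringent conditions, so that probes with mismatches to the *B. napus* miRNA kept more signal there. For each family with a Brassica or Arabidopsis probe, members with 1 to 4 mismatches to it were compared with it. Over 13 families the members' crossed contrast exceeded that of the reference by a median of 0.16 log2 units, above 0 in 9 families and in 55 of 69 members. The excess did not rise with the number of mismatches, as an effect of stringency would have it: the median was 0.20 over 36 members with 1, 0.21 over 21 members with 2 and 0.15 over 11 members with 3 mismatches. The share of stringency in the pattern is open. The Brassica and Arabidopsis probes had opposing ratios as well (r = -0.85 over 33 probes, and -0.83 over the 23 not counted above as mismatched members). Their mismatches to the RNA of *B. napus* were not counted, so that this does not limit the effect.

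The spiked-in controls leave the same hypothesis open. Their names were read as matched and mismatched forms of 1 sequence, which the files do not define. The test was worded as a higher mismatched share on those 2 arrays in most of the pairs whose matched form was above background on all arrays. This was so in 8 of 17 pairs, which is not most of them, and by that wording alone the controls argue against the hypothesis. It is treated as open for a reason found afterwards. In the other 9 pairs the mismatched form stayed at background on every array, so that its share is noise and their part of the count decides nothing. The mismatched form was detected on both of those arrays in only 3 pairs. All 3 had a higher share there, in Ctr03 for example 1.03% and 23.0% on the uninoculated and inoculated arrays at 10 dpi and 26.4% and 1.32% at 20 dpi, but detection on those arrays favours this outcome. PUC2PM-20B, a matched control picked out after its values were seen, had 70.5 and 934 intensity units at 10 dpi and 832 and 38.0 at 20 dpi, the crossed order in a control that does not come from the roots. The matched controls a2-PUC2PM-20B and a3-PUC2PM-20B did not have that order. If the control names were read rightly, the crossed order thus arose in some controls without the roots. Whether a technical cause made it across the miRNA probes is neither shown nor excluded by the controls.

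A second hypothesis is that the arrays of 1 time point were exchanged. The paper's qRT-PCR directions, as its text states them, were set against the array directions. At 10 dpi 6 of 7 miRNAs had the same direction as labelled and 1 if exchanged. At 20 dpi 3 had the same direction as labelled and 4 if exchanged, so that the comparison decides nothing for an exchange of the 20 dpi arrays. The labels were kept.

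The control spots were brighter on the inoculated than on the uninoculated 20 dpi array. The median was 2.03-fold over 11 matched spiked-in controls, 10 of them brighter, and 2.22-fold over 6 Arabidopsis 5S rRNA controls, all 6 brighter. The 138 miRNA probes detected on all arrays had a median ratio of 1.02 without normalization, against 2.11 for the controls together. By the test as set beforehand this speaks against a brighter scan or stronger labelling of the whole array. It stays open all the same, because a brighter array with less miRNA gives the same ratios, and the background rose as well: the median miRNA spot was 45.9 in uninoculated and 70.0 in inoculated roots, and the background SD 1.59 and 3.01. The ratio within an array shows unequal change only. If equal amounts of control RNA were added, which was not tested here, the miRNAs in inoculated roots at 20 dpi would be lower as a whole than the loess shows, and control scaling gives 27 higher and 125 lower probes. Whether the amount of control, the amount of RNA or the share of miRNA differed stays open, and no biological explanation was tested.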
